# ASGR1 is a promising target for lipid reduction in pigs with PON2 as its inhibitor

**DOI:** 10.1016/j.isci.2024.110288

**Published:** 2024-06-17

**Authors:** Yunjun Yin, Jun Liu, Jia Yu, Dingcai Dong, Fei Gao, Libao Yu, Xuguang Du, Sen Wu

**Keywords:** Human metabolism, Genetics

## Abstract

Although the role of asialoglycoprotein receptor 1 (ASGR1) in lowering lipid levels is well established, recent studies indicate that ASGR1 inhibition can cause unexpected liver damage in pigs, raising a serious issue about whether ASGR1 can be a good target for treating ASCVD. Here, we utilized the CRISPR-Cas9 system to regenerate ASGR1-knockout pigs, who displayed decreased lipid profiles without observable liver damage. This was confirmed by the lower levels of serum ALT and AST, reduced expression of inflammation markers, and normal histological morphology. Also, we implemented immunoprecipitation combined with mass spectrometry (IP-MS) and discovered that paraoxonase-2 (PON2) can interact with and significantly degrade ASGR1 in a dose-dependent manner. This degradation reduced lipid levels in mice, accompanied by little inflammation. Our study highlights the effectiveness and safety of degrading ASGR1 to reduce lipid levels in pigs and provides a potential inhibitor of ASGR1.

## Highlights

• ASGR1^+/−^ pigs present a low lipid profile with no obvious inflammation
• PON2 binds ASGR1 and induces its degradation
• Overexpression of PON2 decreases ASGR1 and blood cholesterol levels in mice

## Introduction

Atherosclerotic cardiovascular disease (ASCVD), the leading cause of morbidity and mortality globally, is mainly driven by elevated levels of non-high-density lipoprotein cholesterol (non-HDL-C) and inflammation.^1^^,^^2^^,^^3^ Currently, there are three main therapies for cardiovascular disease (CVD): statins (inhibitors of β-hydroxy β-methylglutaryl-CoA [HMG-CoA] reductase [HMGCR]),^4^^,^^5^ ezetimibe (inhibitors of Niemann-Pick C1-like 1 [NPC1L1]),^6^^,^^7^ and certain types of proprotein convertase subtilisin-kexin type 9 (PCSK9) inhibitors.^8^^,^^9^^,^^10^^,^^11^ While all three therapies, particularly statins, have demonstrated efficacy in clinical settings, a substantial number of patients still face residual risks despite intensive statin treatment or combination therapy.^12^^,^^13^^,^^14^ This highlights the urgent need for new and innovative therapeutic targets in the prevention and treatment of ASCVD.

ASGR1, the major subunit of ASGPR, is a highly conserved hepatocyte type II transmembrane glycoprotein across mammals.^15^^,^^16^ Since it was found by Morell and Ashwell in 1966, ASGPR has been defined as a key protein involved in recognizing and mediating the endocytosis and degradation of many circulating desialylated glycoproteins.^17^^,^^18^ A population genetic study identified that two loss-of-function mutations in ASGR1 (a noncoding 12-base-pair (bp) deletion (del 12) and p. W158X) were associated with lower non-HDL-C levels and reduced risks of cardiovascular diseases.^19^ Mice and pigs lacking ASGR1 can recapitulate the cholesterol-lowering effects features of ASCVD in humans with ASGR1 variants,^20^^,^^21^^,^^22^ which suggests that ASGR1 may functionally contribute to cholesterol metabolism regulation and be a potential target for ASCVD therapy. However, in the previous study, inhibition of ASGR1 in pigs caused mild to moderate liver injury, which raises concerns about the safety of ASGR1 inhibition as a target.^21^ It is necessary to further confirm the phenotype and explore whether ASGR1 inhibition causes liver damage in ASGR1-lacking pigs.

Atherosclerosis is a chronic inflammatory disease, increasing evidence suggests that the oxidation of LDL plays an integral role in both the initiation and the progression of this progress and triggers many putatively atherogenic events.^23^^,^^24^^,^^25^^,^^26^ Paraoxonases are a class of enzymes that can terminate lipid peroxidation at various cellular levels. There are three members in this family, PON1, PON2, and PON3, all three PON proteins can protect against LDL oxidation.^26^^,^^27^ Different from PON1 only expressed in the human liver, and PON3 in the liver and kidney, PON2 is a ubiquitously expressed type-2 transmembrane protein and it doesn’t associate with HDL in the circulation like PON1 and PON3.^28^ Mice lacking Pon2 fed with a high-fat diet developed significantly larger atherosclerotic lesions compared with wild-type mice, while elevated levels of PON2 significantly suppressed the progression of atheroma formation in six-month-old ApoE^−/−^ mice,^29^^,^^30^ indicating a protective role for PON2 in atherosclerosis.

In this study, we generated a new ASGR1 knockout allele in Bama minipigs using CRISPR/Cas9. Our pig models exhibited a reduced lipid profile without noticeable inflammation. RNA-seq analysis further confirmed the pivotal role of ASGR1 in cholesterol metabolism. Additionally, utilizing IP-MS, we characterized potential ASGR1-interacting proteins in HepG2 cells, revealing a series of novel interactions. We demonstrated the interaction between PON2 and ASGR1 for the first time, showcasing its ability to degrade ASGR1 both *in vitro* and *in vivo*. This interaction leads to a reduction in lipid levels in mice, accompanied by minimal inflammation. These results strongly advocate for the potential of ASGR1 inhibition as a promising strategy in CVD therapy, with PON2 emerging as a valuable and effective modulator.

## Results

### ASGR1^+/−^ pigs present a low lipid profile with no obvious inflammation

Firstly, we regenerated ASGR1-knockout Bama miniature pigs with CRISPR/Cas9 gene editing. To increase the targeting efficiency, we designed two sgRNAs (Figure 1A). Transfection of the Cas9-sgRNAs targeting vectors into porcine fetal fibroblasts (PFFs) produced a total of 42 positive colonies, of which 9 carried biallelic modifications (−243 bp/−243 bp) and the others had monoallelic modifications (−243 bp/+) (Figure S1A). One biallelic-modified colony, #3, and one monoallelic-modified colony, #27, were selected and used as donor cells for somatic cell nuclear transfer. Two pregnant recipient sows received the transfer of a total of 520 reconstructed embryos, and three live-born male piglets were naturally delivered. Genotyping by Sanger sequencing identified that piglet #1 was ASGR1^−/−^ (homozygous) pig, and others were ASGR1^+/−^ (heterozygous) (Figure S1B). As predicted, ASGR1 was highly expressed in liver tissues of wild type (WT) pigs but was substantially decreased or undetectable in ASGR1^+/−^or ASGR1^−/−^ pigs, respectively (Figure 1B). We subsequently obtained 5 F1 live-born piglets, 4 of them were heterozygous for the −243 bp/+ mutation and F1-03 was female (Figures S1B and S1C). The appearance and behavior of ASGR1^+/−^ pigs did not show obvious abnormalities (Figure S1D), and no potential off-targets were shown in the generations of ASGR1^+/−^ pigs (Figure S1E).

**Figure 1:**
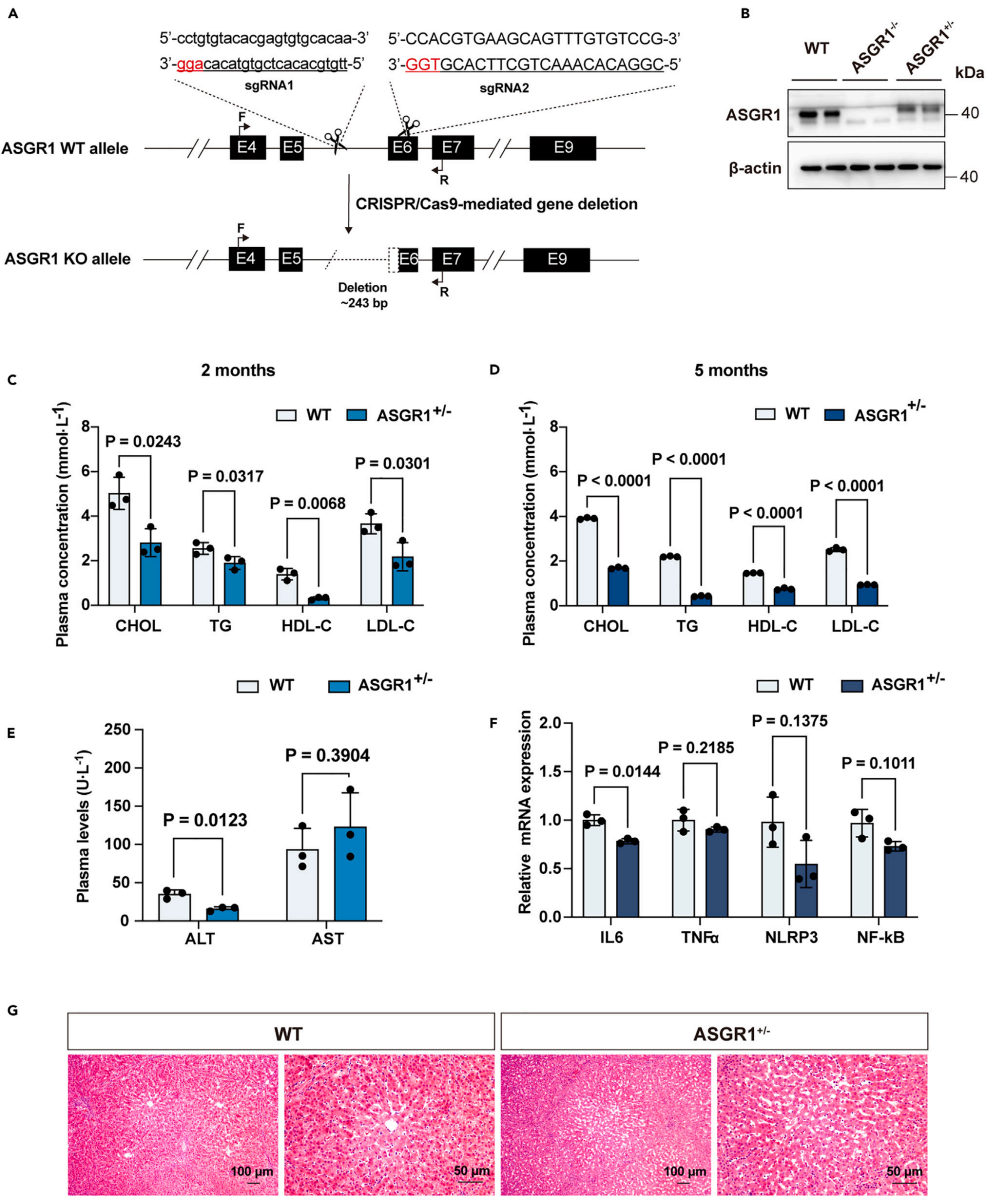
ASGR1^+/−^ pigs present a low lipid profile with no obvious inflammation (A) Schematic diagram of Cas9-sgRNA targeting sites of the pig ASGR1 locus. Two sgRNAs were used to target pig ASGR1 intron 5 (sgRNA1) and exon 6 (sgRNA2), potentially leading to a 243 bp deletion, with 25 bp deletion from exon 6. The sgRNA targeting sequences are underlined, and the PAM sequences are shown in red. Intronic sequences are represented in lowercase letters, while exonic sequences are in capital letters. (B) Immunoblotting of ASGR1 and internal control β-actin in the livers of WT, ASGR1^−/−^, and ASGR1^+/−^ pigs (*n* = 2). (C and D) TC, LDL-c, HDL-c, non-HDL-c, and TG contents in the serum of 2-month (C) and 5-month pigs (D) fasted overnight were analyzed (*n* = 3). (E) Plasma levels of ALT, AST in 2-month pigs (*n* = 3). (F) Relative mRNA expression of inflammation markers in livers of ASGR1^+/−^ pigs and WT controls (*n* = 3). Unpaired two-tailed Student’s t test calculated *p* values. All data are shown as the mean ± SEM. (G) H&E staining of liver sections from 2-month-old pigs fed a normal diet (Scale bars, 50 μm, and 100 μm). See also Figure S1.

Next, a biochemical analysis of the lipid profile was conducted to confirm the role of ASGR1 in cholesterol regulation. Results showed that the whole spectrum of lipids in serum was decreased in 2-month ASGR1^+/−^ pigs (Figure 1C), and it became significant at the age of 5 months (Figure 1D).

Since ASGR1 inhibition caused a reduced lipid profile in pigs, we examined whether its deficiency would cause an inflammatory response in the pigs. We analyzed the levels of clinical indicators (ALT and AST) in the serum of ASGR1^+/−^ pigs and found that there was no difference in AST expression level as compared to the WT pigs, while ALT levels were lower in ASGR1^+/−^ pigs (Figure 1E). We also examined the mRNA expression of inflammatory cytokines (IL6, TNFα, NLRP3, and NF-kB) and found that they were present at the same levels as in WT pigs (TNFα) or showed a downward trend (IL6, NLRP3, and NF-kB) (Figure 1F). Additionally, we observed no hepatic inflammation in ASGR1^+/−^ pigs (Figure 1G). These findings suggest that it may be a safe way to inhibit ASGR1 in pigs.

### Attenuated metabolic gene expression patterns in ASGR1^+/−^ pig livers

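Liver tissue was collected after an overnight fast from 3 ASGR1+/- Bama minipigs (S03, S04 and S05) and 3 WT minipigs (WT1, WT2 and WT3), and 1 RNA library per animal was sequenced on the BGISEQ platform. ASGR1 encodes the major subunit of the asialoglycoprotein receptor, the hepatocyte lectin that takes up desialylated glycoproteins, and ASGR2 encodes the other subunit. PON1, PON2 and PON3 encode paraoxonases, enzymes that hydrolyse lactones and oxidized lipids. ASGR1 (gene ID 100625649) lies on chromosome 12 of Sscrofa11.1 from 52536738 to 52540636. Its level, in CPM (counts scaled to the library total and by TMM), was 290.2 in S04, 273 in S05 and 334 in S03, against 299.6 in WT1, 369.5 in WT2 and 285 in WT3. The log2 fold change of S04 and S05 over WT was -0.18 (standard error 0.20, adjusted p = 0.652 from edgeR), and with S03 included it was -0.088 (adjusted p = 0.855). The edited allele lacks the end of an intron and the start of the exon after it, so counts summed over the whole gene can miss the edit and check the labels of the libraries only weakly. ASGR2 had 171 ± 2.75 CPM (SD, n = 2) in S04 and S05 and 290.3 ± 35.3 (SD, n = 3) in WT, a log2 fold change of -0.77 (standard error 0.19, adjusted p = 0.0978 from edgeR). For PON1 it was -1.15 (standard error 0.27, adjusted p = 0.0843 from edgeR). PON2 (chromosome 9, 75027270 to 75051441) had a value of -0.50 and PON3 of -0.68. S03 lay below every WT library for ASGR2 (198), PON1 (286) and PON3 (124), and within the WT range for PON2 (83.3). None of the 5 genes passed with edgeR in either comparison, where 3 were lower at an unadjusted p under 0.05, and DESeq2 passed 2, ASGR2 and PON1, in both. Adjusted over the list alone, 3 were lower in each comparison.
The deposited values are estimated counts per gene, which were rounded to whole numbers for the tests, and the libraries hold 15397758 (S03) to 16237721 (WT3) of them. The paper states that S03 was left out after the principal-component analysis, so each result is given first for S04 and S05 against the 3 WT libraries and then for all 6 libraries, with an animal as the replicate. A gene passed, and rose or fell, at an adjusted p of 0.05 or less over all genes tested, with edgeR where no other tool is named, and the count of differentially expressed genes also asked for a log2 fold change of at least 1 in size.

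**Figure D1:**
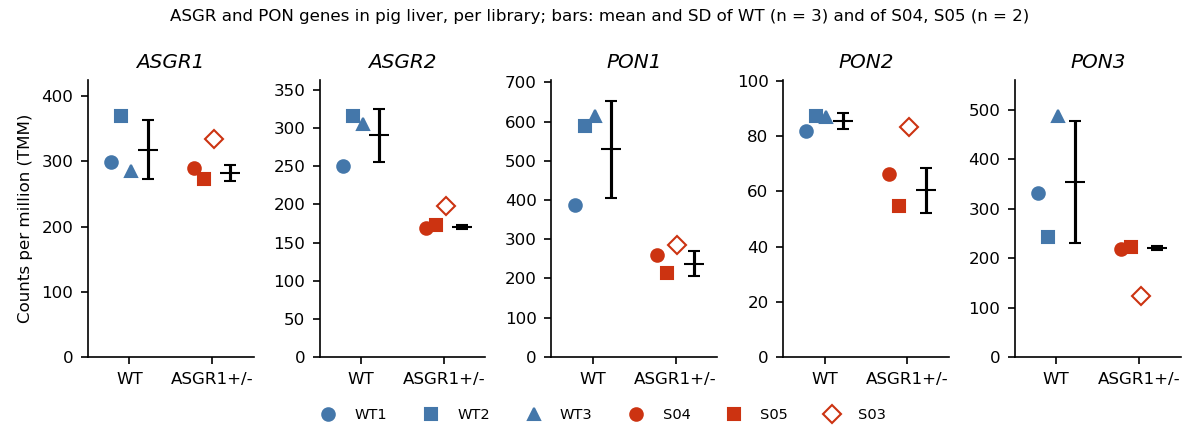
CPM (TMM) of ASGR1, ASGR2, PON1, PON2 and PON3 in each liver library, with the mean and SD of the WT libraries and of S04 and S05. The values of ASGR1 in the ASGR1+/- libraries overlap with those in WT, and ASGR2 and PON1 are lower in each of the 3 ASGR1+/- libraries than in each WT library.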

To gain a better understanding of ASGR1 gene expression patterns, we conducted RNA-seq analysis on liver tissues of WT and ASGR1^+/−^ pigs. 

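Blood and endothelial transcripts were part of what set S03 apart from the other livers. HBB, which encodes the beta chain of hemoglobin, and CLEC4G, a lectin of sinusoidal endothelial cells, were at their highest in S03. Of 16 Y-linked genes with at least 10 counts in every other library, 8 had no count in S03. All genes of chromosome Y held 45.3 CPM in S03 and 436 (WT2) to 469 (WT3) in the others, which argues against a male animal. Each comparison that includes S03 carries this difference beside the genotype. HBB had 751 CPM in S03, 2.58 in S04 and 76.5 to 229.8 in WT, so that its log2 fold change of -3.98 (standard error 0.85, adjusted p = 0.0753 from edgeR) for S04 and S05 turned to 0.80 (adjusted p = 0.841) with S03 included. CLEC4G had 97.4 CPM in S03, 23.9 in S04, 36.2 in S05 and 53.4 to 71.7 in WT. Neither gene passed with edgeR in either comparison, and DESeq2 passed both without S03 (adjusted p = 0.00251 from DESeq2 for HBB and 0.00531 from DESeq2 for CLEC4G) and neither with it. In a principal-component analysis of log2 CPM over the genes kept for testing in all 6 libraries, with genes centred and not scaled, the leading component held 39.5% of the variance and the next one 23.8%. S03 scored -7.37 on the leading component, between S04 (-39.8) and WT1 (27.5), and 51.1 on the next one, above each of the other libraries, the lowest of which, WT3, scored -33. On a line from the WT mean at 0 to the mean of S04 and S05 at 1, S03 fell at 0.449, where the WT libraries ran from -0.0438 to 0.0418 and the SD of replicates was 0.0807. With log2 values and the libraries as variables, its position was 0.535, on the side of S04 and S05.

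**Figure D2:**
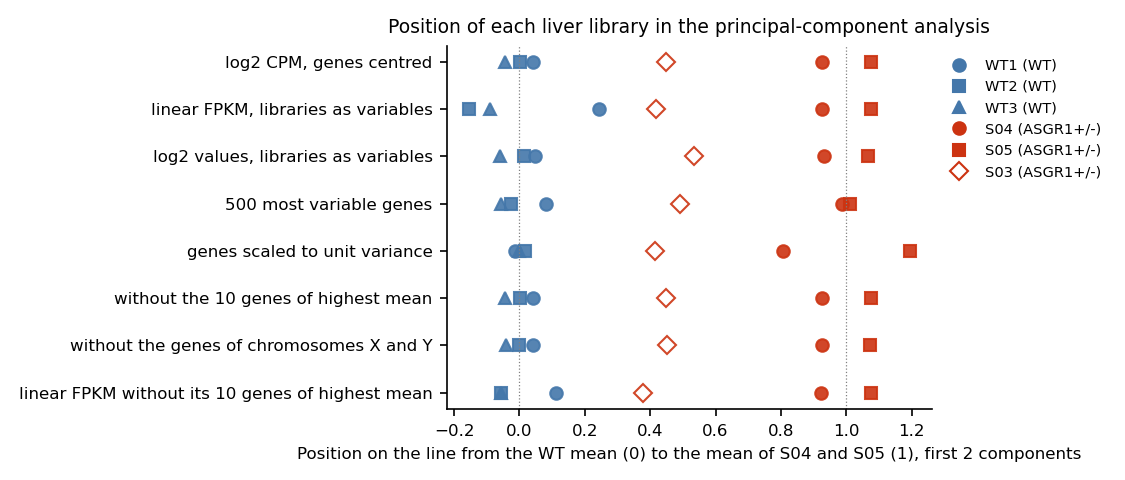
Position of each liver library on the line from the WT mean (0) to the mean of S04 and S05 (1), over the leading pair of components, for each input of the principal-component analysis. S03 lies between the groups with every input, from 0.378 to 0.535.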

Principal-component analysis (PCA) revealed a clear classification of the two groups of liver samples, except for S03, which was subsequently excluded from subsequent analyses (Figure 2A). In summary, these results indicate distinct differences in their gene expression landscapes. 

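Transcripts of plasma proteins made by hepatocytes had lower means in S04 and S05 for some genes and higher means for others. ALB encodes albumin, the main plasma protein, TF the iron carrier transferrin, TTR the thyroxine carrier transthyretin and AHSG the glycoprotein fetuin-A. Each of the 4 was lower in S03, S04 and S05 than in any WT library, yet none passed with edgeR, while DESeq2 passed all 4 in both comparisons. ALB had 9049 CPM in S04, 12415 in S05 and 28428 in S03, against 33494 to 114479 in WT, a log2 fold change of -2.95 (standard error 0.61, adjusted p = 0.0705 from edgeR) without S03 and -2.32 (adjusted p = 0.145) with it. For TF the log2 fold change was -2.31 (standard error 0.46, adjusted p = 0.0695 from edgeR), that of TTR -2.21 and that of AHSG -1.71. FGB, which encodes a chain of fibrinogen and is named after its values were seen, had 29687 CPM in S04 and 36655 in S05, against 11160.2 to 23609.9 in WT and 18757 in S03, a log2 fold change of 0.98 (adjusted p = 0.203 from edgeR). Of 12 hepatocyte markers, listed before the data were examined, none passed with edgeR in either comparison (1 higher and 7 lower at an unadjusted p under 0.05, and 0 higher and 6 lower with S03), and DESeq2 passed 1 higher and 7 lower, and 6 lower with S03. Adjusted over the list alone, 7 were lower, and 6 with S03. The median log2 fold change of the list was -0.74, and -0.69 with S03. With camera of limma the list was lower than other genes (adjusted p = 0.00018, and adjusted p = 0.349 with an estimated correlation; with S03, adjusted p = 8.37e-06, and adjusted p = 0.193 with an estimated correlation).
Across all 13401 genes tested with S04 and S05 against WT, 5236 (39.1%) had no overlap between the libraries of the groups, where chance alone gives 20%. Across genes, which are not independent replicates, the mean Pearson correlation of log2 values was 0.965 between WT libraries, 0.964 between S04 and S05 and 0.935 between these and WT, while S03 had 0.942 to WT and 0.941 to S04 and S05.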

Gene set enrichment analyses (GSEAs) showed the lipid and atherosclerosis pathway was significantly enriched in ASGR1^+/−^pig livers (NES = 1.471, *p* = 0.006) (Figure 2B). 

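Among genes of lipid uptake, oxidative stress and endoplasmic reticulum stress that belong to atherosclerosis signalling, SOD2, CD36 and DDIT3 had higher means in the ASGR1+/- livers. SOD2 encodes the superoxide dismutase of mitochondria, CD36 a scavenger receptor that takes up fatty acids and oxidized LDL, and DDIT3 a transcription factor of the stress response of the endoplasmic reticulum. TXNIP, a regulator of thioredoxin, had a lower mean. A list of genes of lipid and atherosclerosis signalling, fixed beforehand, took the place of the pathway, since the deposited table holds no pathway annotation, and 146 of its genes were tested. No gene of the list passed with edgeR in either comparison, where 19 were higher and 8 lower at an unadjusted p under 0.05, and 18 and 6 with S03. DESeq2 passed 10 higher and 4 lower, and 8 higher and none lower with S03. Adjusted over the list alone, SOD2, DDIT3 and CD36 were higher and no gene was lower, and with S03 no gene passed (18 higher and 6 lower at an unadjusted p under 0.05 with edgeR). SOD2 had a log2 fold change of 2.15 (standard error 0.34, adjusted p = 0.0503 from edgeR), and 1.74 (adjusted p = 0.189) with S03, which had 102 CPM, within the WT range of 64.6 to 139. It was 1.66 (standard error 0.29, adjusted p = 0.0577 from edgeR) for DDIT3, 1.93 (standard error 0.35, adjusted p = 0.0592 from edgeR) for CD36 and -1.18 (standard error 0.23, adjusted p = 0.0679 from edgeR) for TXNIP. By mean, 86 genes were higher and 60 lower, and the median log2 fold change was 0.11, and 0.077 with S03. Ranked by log2 fold change, the list had a normalized enrichment score of 1.5 (permutation p = 0.00489 over 10000 permutations of genes), and of 1.48 with S03 (permutation p = 0.00504). The score was 1.04 without S04 (permutation p = 0.338), and 1.19 when genes were ranked by the fold change of DESeq2 (permutation p = 0.0868). With camera of limma, the list was higher than other genes (adjusted p = 0.036), but adjusted p = 0.083 with S03, and adjusted p = 0.458 with an estimated correlation and without S03. That call was lost without S04, without WT2 and without WT3 (adjusted p = 0.263, 0.0598 and 0.183 from camera of limma). Permuting genes takes them as independent, which genes of 1 pathway are not.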

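The largest rises among the genes that passed with edgeR included CDH17, a cadherin of epithelia of the gut and liver, LCN2, an iron-binding protein of the acute phase, and TNFRSF6B, a decoy receptor of the TNF receptor family. RASEF, a small GTPase, the transporter ABCC11, the carbonyl reductase CBR2 and ASNS, which makes asparagine, rose as well. Among the largest falls were KLRD1, a receptor of natural killer cells, the cytochrome P450 CYP2C32, MIOX, which breaks down inositol, and PHGDH, which opens the synthesis of serine. CDH17 had 17.7 CPM in S04 and 41.8 in S05, against 0 to 0.503 in WT and 1.64 in S03, a log2 fold change of 7.31 (standard error 0.78, adjusted p = 0.0287 from edgeR). LCN2 had 106 in S04 and 161 in S05, against 0.898 to 2.08 in WT and 3.4 in S03 (adjusted p = 0.00851 from edgeR). The log2 fold changes of TNFRSF6B (4.30), RASEF (3.95), ABCC11 (3.39), CBR2 (3.32) and ASNS (2.52) were smaller. KLRD1 had 0.491 CPM in S04, 0.248 in S05 and 0.849 in S03, against 7.18 to 8.34 in WT, a log2 fold change of -4.37 (standard error 0.40, adjusted p = 0.0149 from edgeR), and it also fell with S03 included, -3.85 (adjusted p = 0.0477). CYP2C32 fell in both comparisons, by 3.85 and, with S03, by 3.97 on the log2 scale. MIOX had a log2 fold change of -3.77 and PHGDH of -3.76, and neither passed with S03 (adjusted p = 0.0618 and 0.0645 from edgeR).
With S04 and S05 against WT, edgeR passed 106 of 13401 genes, 29 higher and 77 lower in ASGR1+/- liver. With S03 it passed 18 of 13243, 17 lower and 1, RCAN1, higher, and 17 of the 18 were among the 106 with the same direction. DESeq2 passed 889 genes (274 higher and 615 lower), all of the 106 among them, and 561 with S03 (180 higher and 381 lower), of which 484 were shared with the same direction. Over the 104 of the 106 genes that could be placed in all 6 libraries, S03 lay nearer to the WT mean for 48 and nearer to the mean of S04 and S05 for 56, and it was on the side of S04 and S05 for 95. The count of edgeR changed most when S05, S04, WT2 or WT1 was left out, which also leaves fewer animals to estimate the spread. Without S05 no gene passed (1770 at an unadjusted p under 0.05, and 443 by DESeq2), without S04 LCN2 and GTF2F2 passed, without WT2 5 genes passed (FADS2, HAMP, TNFRSF6B, LCN2 and LOC110259328), without WT1 53 and without WT3 115. GTF2F2, HAMP, LOC110259328 and RCAN1 are named after their values were seen.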

Further examination of the differentially expressed genes (DEGs) identified 536 genes with significant changes (|log2FC| ≥ 1, q value ≤0.05), among which 362 genes were downregulated, while 174 genes were upregulated (Figure 2C). These DEGs were subjected to gene ontology (GO) biological process analysis, which identified significant enrichment in metabolic pathways such as fatty acid metabolic processes, lipid metabolic processes, and fatty acid beta-oxidation (Figure 2D). These findings indicated the pivotal role of ASGR1 in metabolic functions. 

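Some genes that lengthen, desaturate and store fatty acids, and some that oxidize them in mitochondria, fell in S04 and S05 with edgeR. FADS2 encodes a desaturase of polyunsaturated fatty acids, ELOVL2 and ELOVL6 encode elongases, and DGAT2 makes triglycerides. ACADL and ACAA2 encode enzymes of the oxidation cycle of fatty acids, and CPT2 brings them into the matrix of mitochondria. FASN and ACACA, which make new fatty acids, did not pass with edgeR in either comparison, and DESeq2 passed them only with S03 (adjusted p = 0.0392 and 0.0163, both lower). FADS2 lies on chromosome 2 of Sscrofa11.1 from 9633941 to 9666666. Its level was 4.72 ± 0.252 CPM (SD, n = 2) in S04 and S05, 126 ± 49.2 (SD, n = 3) in WT and 21 in S03, a log2 fold change of -4.74 (standard error 0.43, adjusted p = 0.0149 from edgeR) without S03 and -3.63 (adjusted p = 0.0815) with it. Without S03 the log2 fold change was -4.32 (adjusted p = 0.0323 from edgeR) for ELOVL2, -3.60 (adjusted p = 0.0149 from edgeR) for DGAT2 and -3.36 (adjusted p = 0.031 from edgeR) for ELOVL6. S03 was within the WT range for ELOVL2 (38 CPM) and ELOVL6 (238) and below it for DGAT2 (59.8), and none of these 3 passed with S03 by edgeR or DESeq2. ACADL fell by 2.18 (adjusted p = 0.0287 from edgeR), ACAA2 by as much, and CPT2 by 1.89 on the log2 scale. S03 had 125 CPM of ACAA2, within the WT range of 83.6 to 129, and 164 of CPT2, below it. The log2 fold change of FASN was -1.36 (adjusted p = 0.263 from edgeR) and that of ACACA -1.08 (adjusted p = 0.173 from edgeR).
Of 23 genes of fatty acid synthesis, 4 fell and none rose with edgeR, DESeq2 passed 7 lower and 1 higher, and 8 were lower and 1 higher adjusted over the list alone; the median log2 fold change was -0.66. Of 32 genes of fatty acid oxidation, 3 fell and none rose with edgeR, DESeq2 passed 20 lower, 25 were lower and none higher adjusted over the list alone, and all 32 had a negative log2 fold change, with a median of -0.87. With S03 no gene of either list passed with edgeR (7 lower and 2 higher, and 17 lower, at an unadjusted p under 0.05), while DESeq2 passed 5 and 13 lower; adjusted over the list alone 4 and 15 were lower, 31 of the 32 oxidation genes stayed negative, and the medians were -0.77 and -0.69. With camera of limma both lists were lower than other genes (adjusted p = 2.94e-08 and 1.63e-16, and adjusted p = 0.228 with an estimated correlation for both). Fry of limma passed both as lower without S03 (adjusted p = 0.0432 for each) and neither with S03 (adjusted p = 0.066 for each). A hypergeometric test of the 106 genes passed by edgeR over 27 lists gave 3 lists, fatty acid synthesis (4 of 23, adjusted p = 0.000787), fatty acid oxidation (3 of 32, adjusted p = 0.0182) and the acute phase (3 of 17, adjusted p = 0.00407), and 14 lists with the genes passed by DESeq2. With S03 it gave no list from the edgeR genes (2 at an unadjusted p under 0.05) and 10 from the DESeq2 genes. Both fatty acid lists hold genes of Fig. 2E, with FADS2, ACADL and CPT2 among those that passed. The study chose those genes on the same livers, so the results of these lists are not independent evidence. Without S04 or without S05 no gene of the fatty acid lists passed with edgeR: at an unadjusted p under 0.05, 9 and 10 genes of synthesis and 24 and 11 of oxidation were lower, and DESeq2 passed 7 and 7, and 19 and 5. Without WT2 FADS2 alone passed in synthesis and none in oxidation (22 lower at an unadjusted p under 0.05, and 7 by DESeq2), and without WT3 6 genes of synthesis passed.

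**Figure D3:**
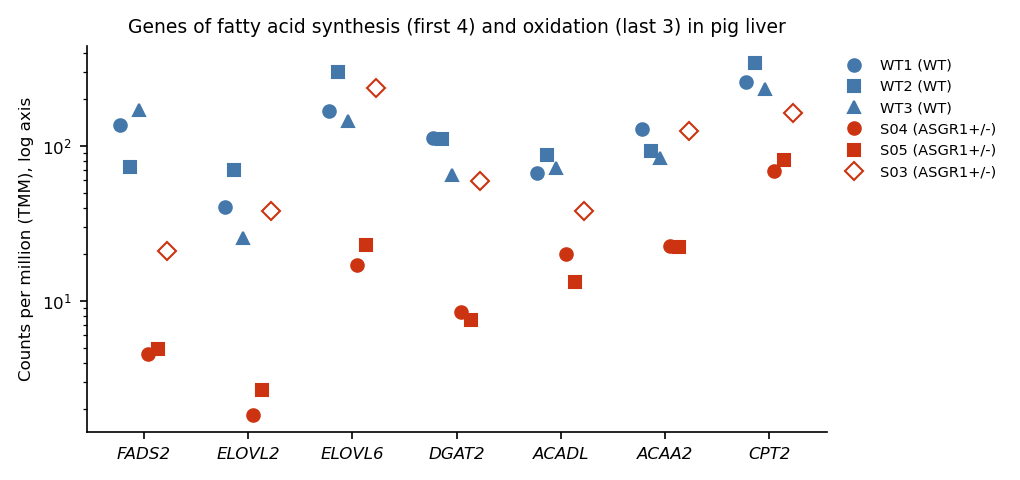
CPM (TMM, log axis) of genes of fatty acid synthesis (FADS2, ELOVL2, ELOVL6, DGAT2) and oxidation (ACADL, ACAA2, CPT2) in each liver library. S04 and S05 lie below every WT library for all 7 genes, while S03 lies within the WT range for ELOVL2, ELOVL6 and ACAA2.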

Then we selected the 42 metabolism-related genes for heatmap construction. 

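Genes of Fig. 2E that fell act on xenobiotics and lipids. PLB1 encodes a phospholipase, CYP1A2 a cytochrome P450 of drug and steroid oxidation, EPHX2 the epoxide hydrolase that acts on fatty acid epoxides, and PRDX6 a peroxiredoxin that repairs oxidized phospholipids. The cholesterol synthesis enzyme HMGCS1, the prostacyclin synthase PTGIS and the ceramide synthase CERS4 had higher means and did not pass with edgeR, while DESeq2 passed each in both comparisons at the adjusted p alone. In S04 and S05 against WT, 38 of the 42 genes in Fig. 2E had a lower mean and 4 a higher mean, as they did with S03 included. With edgeR, only CYP1A2 (chromosome 7, 58779529 to 58786155) passed in both comparisons, with log2 fold changes of -3.01 (standard error 0.35, adjusted p = 0.031 from edgeR) and -2.75 (adjusted p = 0.0484), and with 99.1 CPM in S03, 62.7 in S05, 63.2 in S04 and 340.4 to 693 in WT. Without S03, PLB1 fell by 3.69, EPHX2 by 1.87 and PRDX6 by 1.82 on the log2 scale, and FADS2, ACADL, CPT2 and SOAT2 fell too, which makes 8 genes passed by edgeR. HMGCS1 had a log2 fold change of 1.03 (standard error 0.26, adjusted p = 0.0985 from edgeR), PTGIS of 1.88 (adjusted p = 0.0676 from edgeR) and CERS4 of 0.83 (adjusted p = 0.124 from edgeR). The median log2 fold change of the 42 genes was -1.16, and -1.20 with S03, and S03 lay below the WT mean for 38 and nearer to the WT mean than to that of S04 and S05 for 7. At the adjusted p alone DESeq2 passed 34 of the 42, and 42 with S03, and at the thresholds of the study, which add a fold threshold, it passed 23 lower and 3 higher, and with S03 26 lower and 2 higher. Adjusted over the list alone with edgeR, 37 were lower and 4 higher, and with S03 38 and 4, which is not independent evidence, since the study chose the genes on these livers. Without S04 or without S05 none of the 42 passed with edgeR (30 and 27 lower, and 4 and 3 higher, at an unadjusted p under 0.05; 25 and 18 passed by DESeq2), without WT2 FADS2 alone passed, and without WT1 4 passed.

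**Figure D4:**
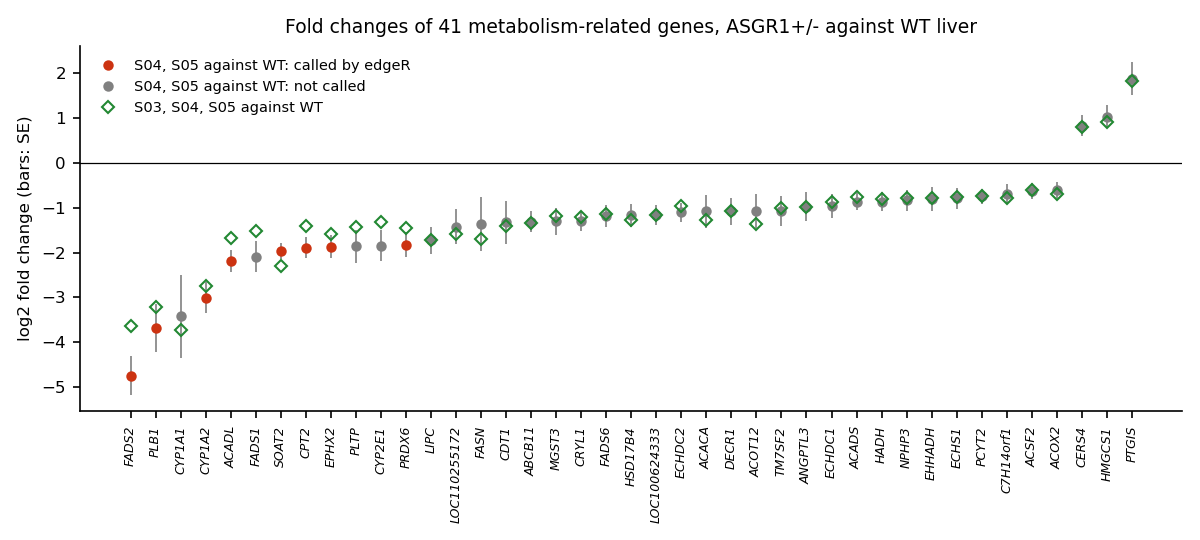
Log2 fold change with its standard error, from edgeR, of 41 of the 42 metabolism-related genes of Fig. 2E in S04 and S05 over WT (circles), and in S03, S04 and S05 over WT (diamonds). Of the 41 genes drawn, 38 lie below 0 and 3 above 0 in both comparisons.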

The results showed that most genes were downregulated in ASGR1^+/−^ pigs. 

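Genes of cholesterol handling did not move together. SOAT2, which esterifies cholesterol in the liver and gut, and SLC27A5, which activates bile acids and long-chain fatty acids, fell in S04 and S05 with edgeR, and with DESeq2 in both comparisons. SREBF1, SREBF2 and INSIG1, which regulate the synthesis of sterols and fatty acids, did not pass with edgeR or DESeq2. SOAT2 (chromosome 5, 18358941 to 18371262) had 8.43 and 9.81 CPM in S05 and S04, 3.45 in S03 and 33.7 to 37.1 in WT, a log2 fold change of -1.96 (standard error 0.18, adjusted p = 0.0149 from edgeR) without S03 and -2.30 (adjusted p = 0.0618) with it. SLC27A5 had a log2 fold change of -1.63 (standard error 0.23, adjusted p = 0.0398 from edgeR), and -1.50 (adjusted p = 0.0588) with S03. The log2 fold change was 0.70 (adjusted p = 0.552 from edgeR) for SREBF1, 0.37 for SREBF2 and -0.30 for INSIG1, and with S03 that of INSIG1 turned to 0.43. Without S05 that of SREBF1 turned to -0.83. MVK, an enzyme of the mevalonate pathway, had a value of -1.11 (adjusted p = 0.0792 from edgeR), opposite to the higher mean of HMGCS1. The bile salt export pump ABCB11 (-1.31), the sterol hydroxylase CYP27A1 (-1.23), the nuclear receptor NR0B2 (0.97), the hepatic lipase LIPC (-1.73), the phospholipid transfer protein PLTP (-1.86) and APOA1 (-1.05), the main protein of HDL, did not pass with edgeR, while DESeq2 passed all 6 without S03.
Of 19 genes of cholesterol synthesis, none passed with edgeR (6 higher and 4 lower at an unadjusted p under 0.05, and 5 and 2 with S03), DESeq2 passed 5 higher and 3 lower, and 2 and 1 with S03, and adjusted over the list alone 4 were higher and 2 lower, and 4 and 1 with S03. Of 16 genes of SREBP regulation and LDL uptake, SOAT2 fell with edgeR, DESeq2 passed 2 lower, 2 were lower adjusted over the list alone in each comparison, and none passed with S03 (2 higher and 2 lower at an unadjusted p under 0.05, and 2 lower by DESeq2). Of 15 genes of bile acid synthesis and transport, SLC27A5 fell with edgeR, DESeq2 passed 4 lower and 1 higher, adjusted over the list alone 4 were lower and 1 higher in each comparison, and none passed with S03 (5 lower and 1 higher at an unadjusted p under 0.05, and 4 lower by DESeq2). Of 21 lipoprotein genes, none passed in either comparison (6 lower at an unadjusted p under 0.05, and 5 with S03; DESeq2 passed 5 and 4 lower), and adjusted over the list alone 3 were lower, and 1 with S03. The calls of SOAT2 and SLC27A5 were lost without S04, without S05 and without WT2, and that of SLC27A5 also without WT1 and without WT3. The median log2 fold change was 0.26 for cholesterol synthesis, -0.038 for SREBP regulation and LDL uptake, -0.43 for bile acids and -0.55 for lipoproteins, and 0.31, 0.022, -0.55 and -0.33 with S03. With camera of limma the bile acid list (adjusted p = 0.00511) and the lipoprotein list (adjusted p = 0.000407) were lower than other genes, the lists of cholesterol synthesis and of SREBP regulation and LDL uptake did not pass (adjusted p = 0.21 and 0.322), and with an estimated correlation none of the 4 passed (adjusted p = 0.228, 0.244, 0.675 and 0.458). Fry of limma passed the bile acid list as lower in both comparisons (adjusted p = 0.0351, and 0.02 with S03). It passed the other lists of cholesterol handling in neither. Without S04 the cholesterol synthesis list was higher than other genes with camera of limma (adjusted p = 0.00324).

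**Figure D5:**
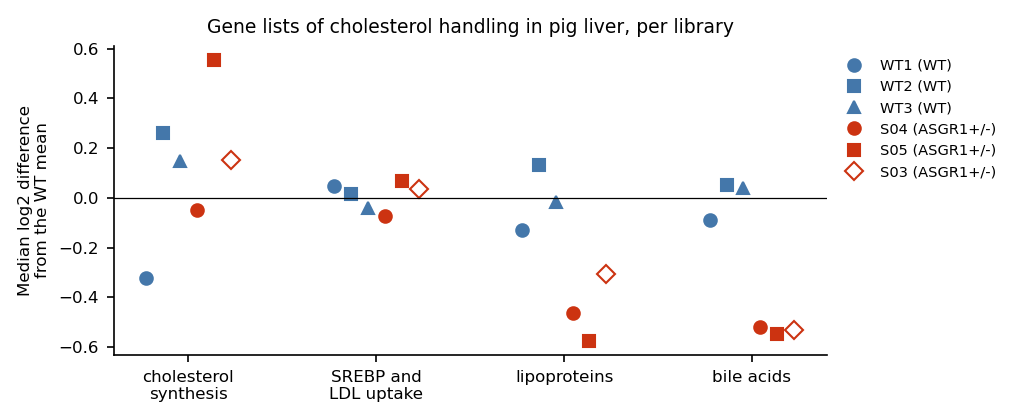
Median log2 difference from the WT mean, over the genes of each of 4 lists of cholesterol handling, in each liver library. For bile acids and lipoproteins S03, S04 and S05 lie below every WT library, and for the other lists the groups overlap.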

The data indicate that ASGR1 may play a significant physiological part in cholesterol homeostasis.

**Figure 2:**
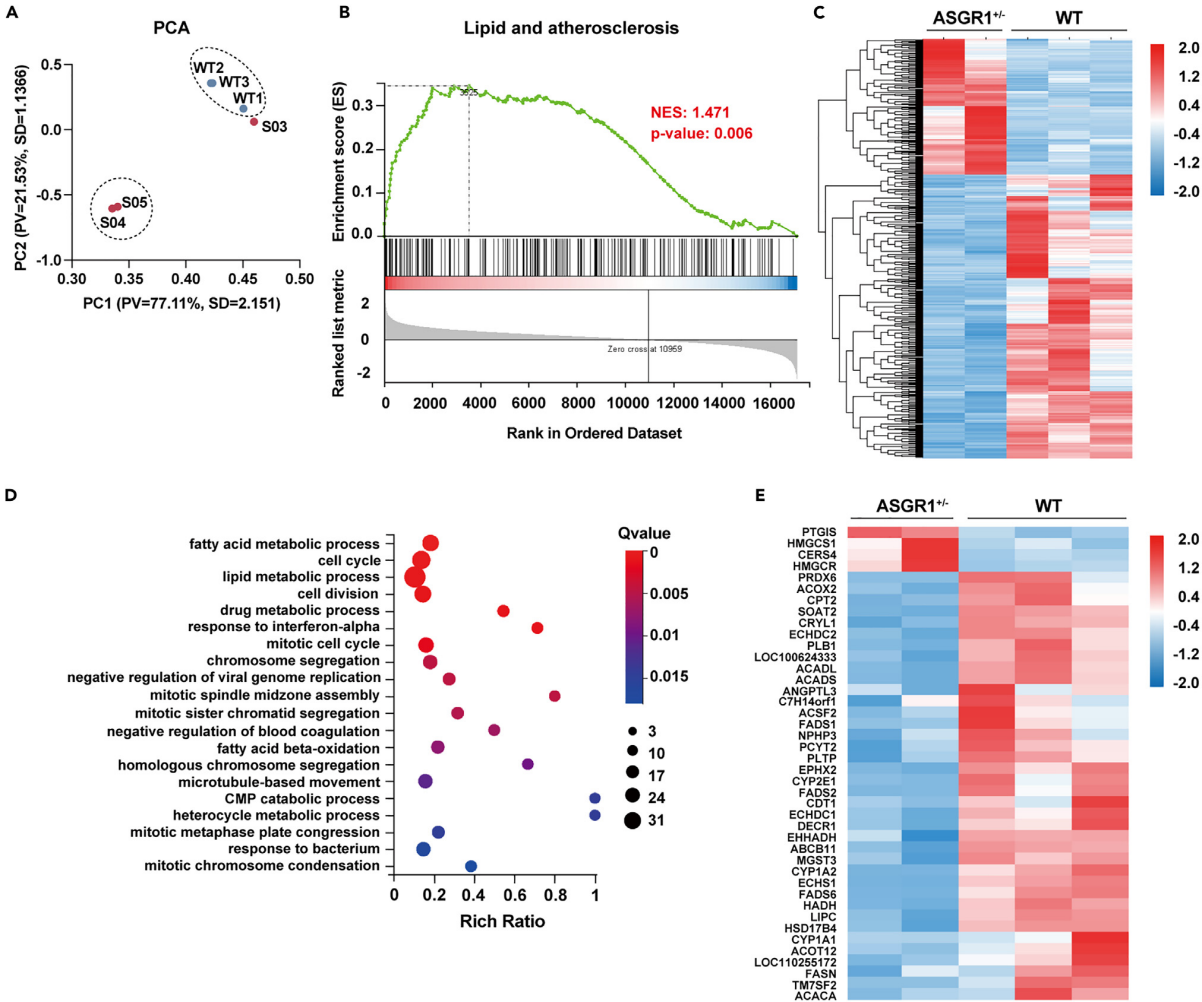
Attenuated metabolic gene expression patterns in livers of *ASGR1*^+/−^ pigs (A) PCA plots representing WT and ASGR1^+/−^ pigs based on transcriptome data (*n* = 3). (B) GSEA of gene sets for lipid and atherosclerosis. NES, normalized enrichment score. (C) Heatmap shows hierarchical clustering of differentially expressed genes (DEGs) in ASGR1^+/−^ pigs. Values are column-scaled to show expression level. (D) The DEGs were subjected to GO analysis, and the dot plot shows the most significantly enriched pathways. The color of the dots represents the q value, and the size of the dots represents the number of differentially expressed transcripts. (E) Heatmap shows hierarchical clustering of differentially expressed genes in the metabolic pathway. Values are column-scaled to show expression level.

### Identification of ASGR1-interacting proteins in HepG2 cells

To identify the new proteins that bind and degrade the ASGR1 level, we performed an immunoprecipitation technique combined with mass spectrometry (IP-MS) to identify ASGR1-interacting proteins in HepG2 cells. We first examined ASGR1 expression in several liver cell lines by western blot and observed significantly higher expression of ASGR1 in HepG2 compared to other liver cell lines (Figure 3A). Thus, we used IP-MS to isolate ASGR1 and identify its interacting partners in HepG2 cells. To enhance the enrichment levels, we constructed ASGR1 overexpressed HepG2 cells containing a C-Flag tag. We found a distinct band at 40 kDa only in anti-Flag-IP samples of HepG2 cells (Figure 3B). Western blot analysis validated that the ASGR1 band was present only in the anti-Flag-IP sample, which indicates a successful ASGR1 pull-down by IP (Figure 3C). Each lane of the immunoprecipitated proteins derived from anti-Flag or IgG control was excised and underwent tryptic digestion and identification by LC-MS/MS. In total, 603 and 408 proteins were identified in the anti-Flag-IP solution and beads sample in HepG2 cells, respectively.

**Figure 3:**
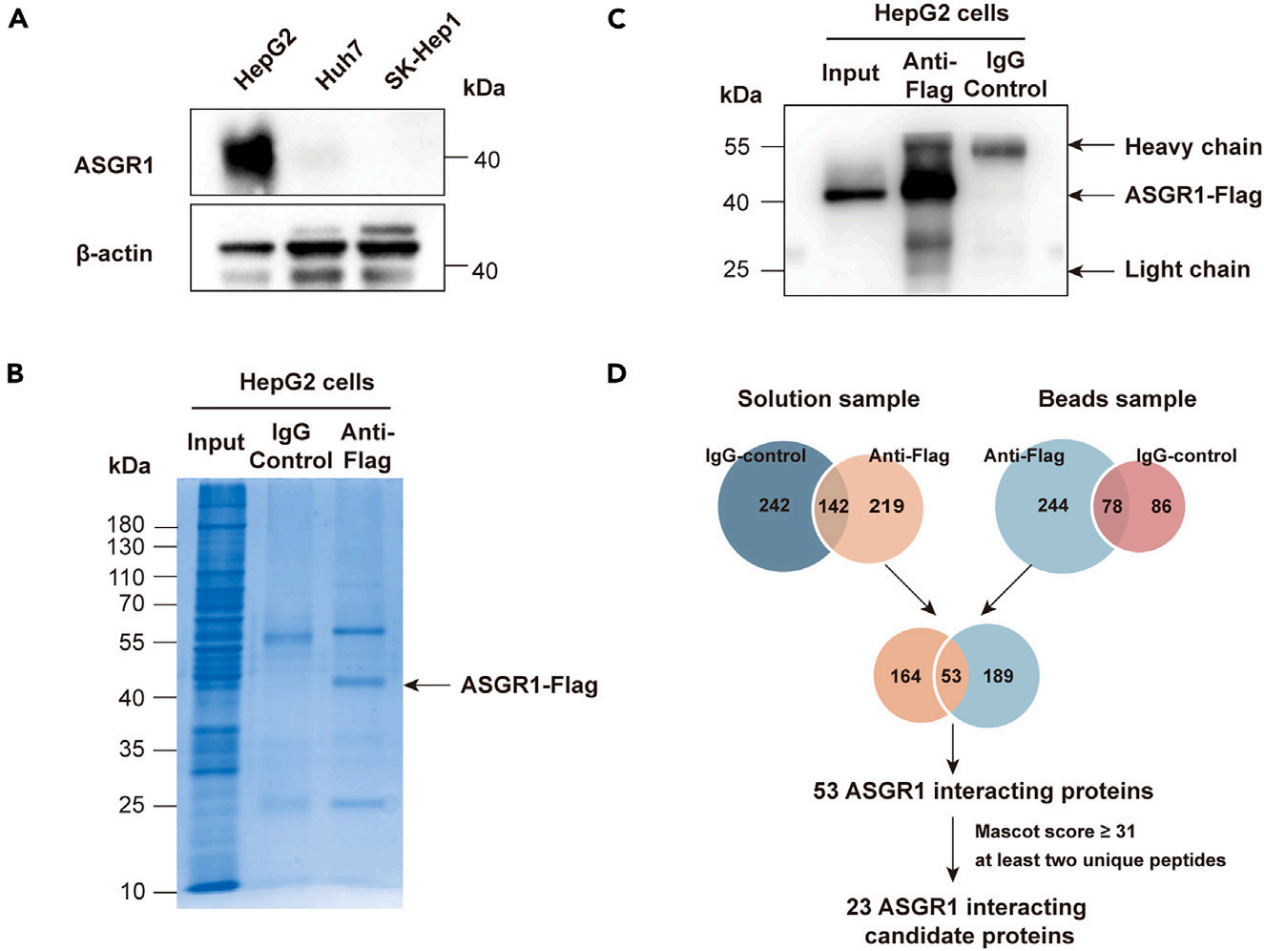
IP-MS analysis of ASGR1-interacting complex (A) Immunoblotting analysis of the expression of ASGR1 in three human liver cells. (B) SDS-PAGE band pattern of immunoprecipitated proteins in HepG2 cells with anti-Flag antibody versus isotype-controlled IgG. (C) Immunoblotting analysis to confirm the presence of ASGR1 in the immunoprecipitated samples. (D) Venn diagram illustrating the number of both specific and nonspecific ASGR1 interactors. Only peptides with a Mascot score ≥31 were counted as identified, and each confident protein identification involves at least two unique peptides. See also Table S2.

Proteins detected in the IgG-control samples were deemed nonspecific and subsequently excluded from further analysis. By subtracting 384 and 164 nonspecific binding proteins, we identified 219 and 244 potential ASGR1-interacting partners in HepG2 cells, respectively. Among the identified proteins, 53 appeared in both the solution and beads samples (Figure 3D). “Mascot score” provides an acceptance threshold with false identification probability at a confidence level of 0.05. To reduce the probability of false peptide identification, only peptides with Mascot scores ≥31 were counted as identified, and each confident protein identification involves at least two unique peptides. Finally, we obtained 23 candidate proteins, all 23 ASGR1-interacting proteins are listed in Table S2 and classified according to the description of proteins, percentage of coverage, and peptide-spectrum matches (PSM, the total number of identified peptide spectra matched for the protein).

### Validation of the association between ASGR1 and its novel interacting partners

Among the 23 proteins identified in HepG2 cells, the majority were not previously recognized as interacting partners of ASGR1. We selected 9 proteins for validation. The proteins that were chosen have been selected based on their importance in metabolic processes. Subsequently, we endeavored to validate the interaction between ASGR1 and these selected proteins. All candidate genes were cloned into vectors featuring a C-HA tag, while the ASGR1 gene was cloned into a vector containing a C-FLAG tag (Figure S2A). Subsequently, equal amounts of pEF1a-ASGR1-3 × Flag-IRES-GFP and pEF1a-Candidates-3 × HA-SV40-Puro plasmids were co-expressed transiently in HEK293T cells, and the control group was transfected pEF1a-ASGR1-3 × Flag-IRES-GFP and pEF1a-3 × HA-SV40-Puro empty vector (Figure S2B). CoIP was conducted in whole-cell extracts using HA-tag antibodies and matched normal IgG as a negative control. Among the 9 selected proteins, we confirmed the binding of 6 proteins to ASGR1. However, three proteins (VIM, PKM, PRDX1) showed no obvious interaction with ASGR1 (Figure 4). These findings instill confidence in the validity of many other ASGR1 interactors identified through the MS screen.

**Figure 4:**
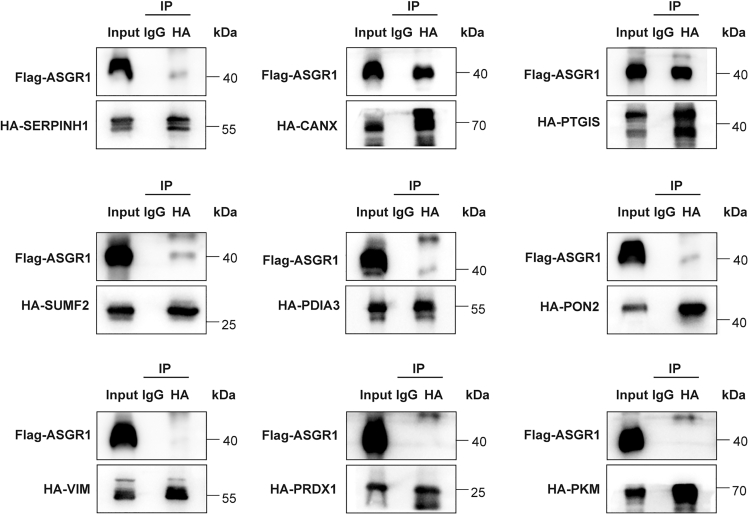
Validation of the selected ASGR1-interacting proteins Coimmunoprecipitation of the candidate proteins and ASGR1 in HEK293T cells. Pull-downs with HA antibodies were analyzed by western blot for Flag (ASGR1) and HA (candidate proteins). Isotype-controlled rabbit “IgG” as a negative control. “Input” represents 10% of the original material subjected to coimmunoprecipitation. See also Figure S2.

Next, we explored how the new proteins in the circulation system binding to ASGR1 regulate its levels. When ASGR1 and candidate proteins were co-overexpressed in equal amounts within HEK293T cells, PON2 was observed to exert the most pronounced inhibitory effect on cellular green fluorescence compared to the control group. This observation suggested that PON2 could potentially exert an inhibitory effect on ASGR1 (Figure S2B). To confirm this hypothesis, we performed a transfection experiment using HepG2 cells, which naturally express ASGR1. Specifically, we introduced equal quantities of the pEF1a-Candidates-3 × HA-SV40-puro plasmids into these cells. 48 h after transfection, we collected all the cells and assessed the expression of ASGR1 at both mRNA and protein levels. The results showed that, compared to the other candidate interacting proteins, PON2 can significantly suppress the expression of ASGR1 at the protein level, rather than at the transcriptional level in the HepG2 cells (Figures S2C and S2D). Subsequently, we conducted further investigation into the regulatory effects of PON2 on ASGR1.

### PON2 interacts with ASGR1 and degrades its protein level in a dose-dependent manner

We validated the ASGR1-PON2 interaction by co-IP, and the results demonstrated that interaction between the two proteins could be detected regardless of whether the Flag or HA tag was used as bait (Figure 5A). Immunofluorescence assays in Huh7 cells further confirmed their colocalization (Figure 5B). We found that the degradation effect of PON2 on ASGR1 protein levels is dose-dependent in HEK293T cells (Figures 5C and 5D) and HepG2 cells (Figure 5E), while it couldn’t decrease ASGR1 at the transcriptional level in the HepG2 cells (Figure 5F). We extended our examination to murine Pon2 to assess its potential down-regulation of murine Asgr1. The results demonstrated that Pon2 downregulated Asgr1 protein level in a dose-dependent manner (Figures S3A and S3B), highlighting a conserved function of Pon2 in downregulating Asgr1.

**Figure 5:**
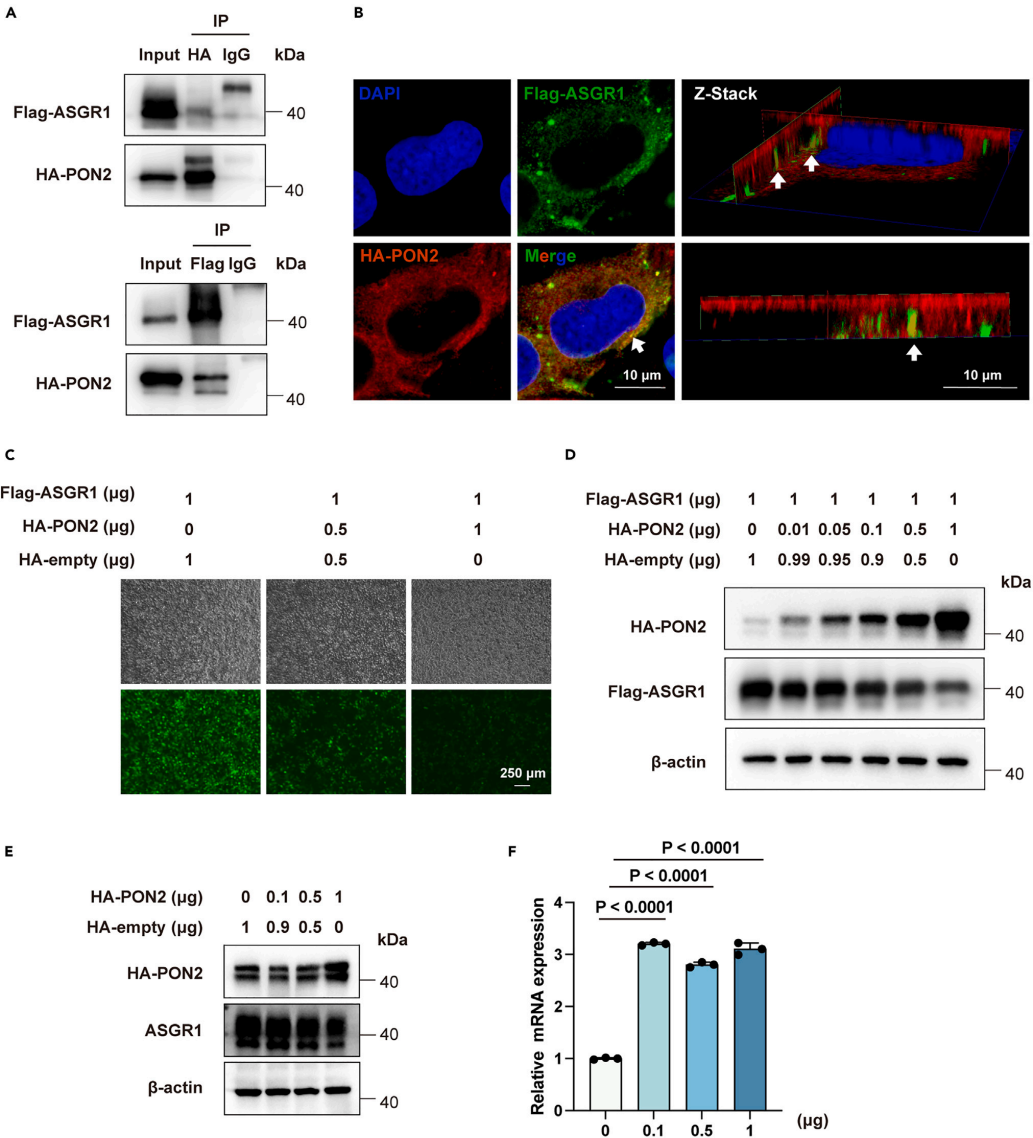
PON2 interacts with ASGR1 and degrades its protein level in a dose-dependent manner (A) Coimmunoprecipitation from HEK293T cells transfected with HA-tagged PON2 and Flag-tagged ASGR1. Pull-downs with HA antibody (up panel) or Flag antibody (down panel) were analyzed by western blot for PON2 and ASGR1. “Input” represents 10% of the original material subjected to coimmunoprecipitation. Data are representative of two independent experiments. (B) Immunofluorescence microscopy of PON2 (red signal) and ASGR1 (green signal) in Huh7. White arrows, co-localizing dots (Scale bars, 10 μm). (C) HEK293T cells were transfected with ASGR1 and different doses of PON2, and additional pEF1a-3 × HA-SV40-Puro empty vector was transfected to ensure consistency in the total amount of plasmid DNA introduced into the cells (Scale bars, 250 μm). (D) Immunoblotting analysis of the protein levels of PON2 and ASGR1 in the HEK293T cells. (E) Immunoblotting analysis of the protein levels of PON2 and ASGR1 in the HepG2 cells. (F) Expression of ASGR1 in HepG2 cells measured by RT-qPCR (*n* = 3). All values are presented as mean ± SEM. *p* values were calculated by unpaired two-tailed Student’s t test. See also Figure S3.

After establishing the inhibitory effect of PON2 on the ASGR1 protein level, we intend to explore the specific sequence within PON2 that is responsible for its function. Given that we did not find any reports about the structural domains of PON2, we roughly divided it into three segments for deletional experiments (Figure S4A) and co-expressed these truncations-HA plasmids and ASGR1-FLAG in HEK293T cells (Figure S4B). The full-length PON2, truncations PΔ2 (Δ123–231) and PΔ3 (Δ232–354) were coprecipitated by ASGR1 and demonstrated a strong potency in lowering ASGR1 protein expression, indicating that these variants contain the motifs responsible for ASGR1 interaction and degradation (Figure S4C). In contrast, the PON2 truncations P1(Δ1–122) failed to bind ASGR1 or induce its degradation. Deletion of 2–122 in PON2 abolished its activity of inducing ASGR1 degradation. We also expressed the region (a.a. 1–122) of PON2 (HA-PON2-Z1) and Flag-ASGR1 at the same time in the HEK293T and found that this region can interact with ASGR1 and decrease its protein level in a dose-dependent manner (Figures S4D and S4E). Collectively, these results suggest that the region (a.a. 1–122) of PON2 is required for interacting with and degrading ASGR1.

### Overexpressed PON2 reduces ASGR1 and lipid levels *in vivo*

Since several studies have demonstrated that PON2 has a positive effect on atherosclerosis, we aimed to investigate the effect of PON2 on endogenous ASGR1 expression and further explore the follow-up effects of this impact. To determine whether PON2 has a comparable effect *in vivo*, plasmids pEF1a-ASGR1-3 × Flag-IRES-GFP, and pCAG-PBase were delivered to the mouse liver through hydrodynamic tail-vein injection, what’s more, the control group injected with pEF1a-3 × HA-SV40-Puro plasmid, while the PON2 group injected with pEF1a-PON2-3 × HA-SV40-Puro plasmid at the same time (Figure 6A). After 4 days of plasmid injection, we directly dissociated the GFP-labeled liver tissues under the fluorescent microscope (Figure 6B). No differences were observed among the three groups in terms of body weight (Figure 6C), liver weight (Figure 6D), and the liver-to-body weight ratio (Figure 6E), indicating no changes between the control and PON2 groups. Western blot analysis demonstrated successful expression of PON2 compared to the control, accompanied by decreased expression of ASGR1, FASN, and HMGCR (Figure 6F). The mRNA levels of genes related to cholesterol synthesis and uptake and fatty acid synthesis all exhibited a decreased trend (Figure 6G). Notably, the mice in the PON2 group showed significantly reduced levels of serum cholesterol (CHOL) and triglyceride (TG) levels (Figure 6H). In contrast, the serum levels of ALT and AST did not differ from the control group. However, the levels of ALT and AST were elevated in the group subjected to hydrodynamic tail-vein injection when compared to the noninjected WT group (Figures 6I and 6J). These results suggest that PON2 serves as a promising regulator of ASGR1 and holds potential therapeutic implications.

**Figure 6:**
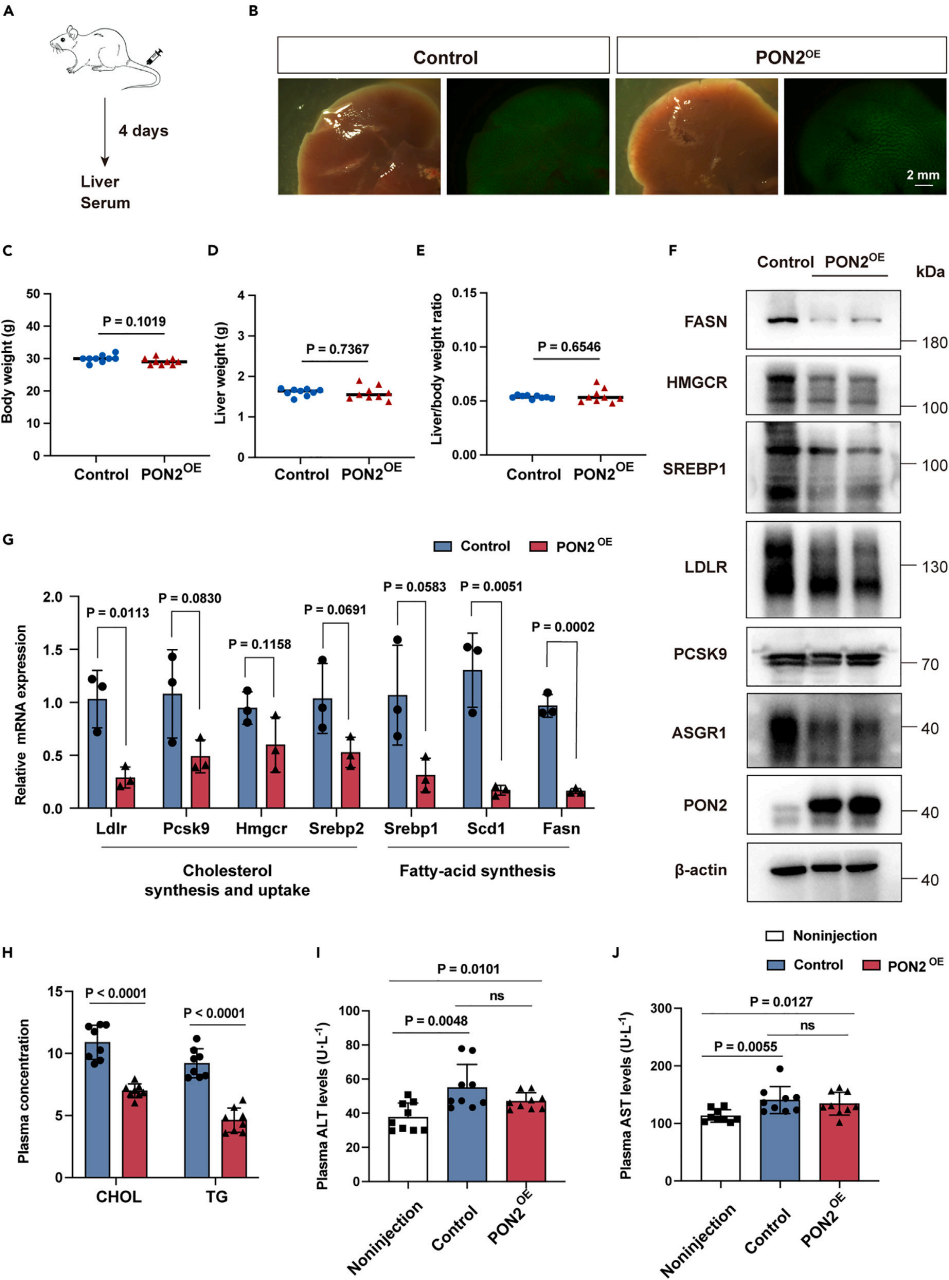
PON2 reduces ASGR1 and lipid levels *in vivo* (A) Injection scheme. (B) Mice liver tissues under the fluorescent microscope (Scale bars, 2 mm). (C) Body weight. (D) Liver weight. (E) Liver/body weight ratio (*n* = 9). (F) Immunoblotting analysis of PON2^OE^ mice livers. (G) Expression of the metabolism-related genes in mouse liver measured by RT-qPCR (*n* = 3). (H) Plasma levels of CHOL and TG (*n* = 8). (I) Plasma levels of ALT (*n* = 9). (J) Plasma levels of AST (*n* = 9). All values are presented as mean ± SEM. *p* values were calculated by unpaired two-tailed Student’s t test.

## Discussion

Since the first report indicated that heterozygous carriers of the early termination LOF del12 mutation in the ASGR1 gene (1 in 120 persons in the Icelandic study) had lower plasma levels of non-HDL cholesterol and CVD risk than noncarriers,^20^ the function and mechanism of ASGR1 in cholesterol homeostasis has been explored with great enthusiasm. Up to now, ASGR1-lacking mice and pigs have been constructed and recapitulated the cholesterol-lowering effects in humans successfully, which means ASGR1 could be a potential target for treating CVD.^20^^,^^21^^,^^22^ However, the Asgr1-knockout mice showed normal growth and development, with no significant difference in body weight and hepatic histology among different genotypes mice, while pigs lacking ASGR1 experienced different degrees of hepatic injury, causing concerns about its safety as a therapeutic target. In our study, we regenerated a new knockout allele of ASGR1 in pigs using CRISPR/Cas9. In the two-month-old ASGR1^+/−^ pigs, there was a noticeable trend toward decreased levels of serum CHOL, TG, and LDL-C, which became statistically significant by the age of five months. This contrasts with a previous study, which reported markedly lower lipid levels in pigs only after at least ten months of age. In addition, we examined the expression of the inflammation markers, the serum AST and ALT levels, and the histological evaluation of liver sections, all the results showed our pigs had no obvious liver damage, while the ASGR1-knockout pigs in the previous study showed mild to moderate liver injury, with the elevated inflammatory cytokines and fibrotic markers. The discrepancies observed between our study and previous ASGR1-knockout pig models may be attributed to several factors, including the distinct genetic backgrounds of the pigs, variations in sgRNA design, and potential off-target mutations. Each pig model, regardless of the genetic modification, carries a unique genetic background that can influence the phenotype expressed after the knockout. Genetic variations outside the ASGR1 gene, such as polymorphisms in modifier genes, can alter the physiological response to the knockout. What’s more, the design of the sgRNAs is critical to the specificity and efficiency of the CRISPR/Cas9 system, and the off-target mutations induced by Cas9 also cannot be ignored. The sgRNAs utilized in our study were designed for generating ASGR1-knockout pigs previously, and we examined those pigs by NT-seq and found no off-target events induced by Cas9,^31^ which means our sgRNAs design is successful and the pigs in our study are reliable for exploring the function and regulation network of ASGR1. All our results demonstrated that ASGR1 inhibition could be a safe way in pigs.

Mechanically, there are primarily two approaches to regulate cholesterol homeostasis: inhibiting cholesterol synthesis and enhancing cholesterol clearance. We examined the expression of HMGCR and LDLR, two key proteins in these processes, and the protein level of HMGCR was downregulated in the liver of ASGR1^+/−^ pigs. Surprisingly, however, LDLR was also downregulated. We also examined the expression of PCSK9, and there is no significant difference between the two groups (data not shown). These experiments demonstrate that ASGR1 may not regulate non-LDL-C through the PCSK9-LDLR pathway and indicate other operative mechanisms requiring exploration. Studies in Asgr1-knockout mice showed that downregulating of ASGR1 led to a decrease in nuclear SREBPs (nSREBPs), with one showing it anchored SREBP1 to the endoplasmic reticulum via increasing the expression of the insulin-induced gene 1 (INSIG1),^20^ while the other suggested its downregulation of mammalian target of rapamycin complex 1 (mTORC1) and the upregulation of AMP-activated protein kinase (AMPK), which eventually inhibited SREBP1 expression and activation.^22^ Since SREBPs function as transcription factors via negative feedback control to regulate lipogenesis and uptake and biosynthesis of cholesterol, and our transcriptome analysis showed that ASGR1 knockout led to decreased expression of a group of genes related to lipid metabolism, we detected the downregulated expression of SREBP1 and SREBP2, indicating that ASGR1 does play a role in cholesterol metabolism (data not shown).

Compelling evidence suggests that the AMPK-mTOR-autophagy pathway is important in atherosclerosis.^32^^,^^33^^,^^34^ Recent findings indicate that AMPK controls autophagy through the downstream mTORC1-ULK1 signaling pathway, which is accountable for initiating autophagy,^35^ and it also induces autophagy through the direct phosphorylation of ULK1 and beclin-1.^36^ In the Asgr1 knockout mice, the expression of *p*-AMPK, *p*-ULK1, and p-Raptor was significantly elevated,^22^ which could potentially activate downstream autophagy pathways. Therefore, we examined the expression of key molecules in the autophagy pathway in ASGR1 knockout pig liver tissues. As expected, the downregulation of ASGR1 in pigs activated the autophagy pathway (data not shown). Further experiments are needed to demonstrate the beneficial impact of ASGR1 inhibition-induced autophagy on its protective effect against atherosclerosis.

ASGR1 holds promise as a therapeutic target for the clinical management of hypercholesterolemia. Being a receptor localized on hepatocyte surfaces, ASGR1 offers a tractable avenue for the development of therapeutic interventions. Specifically, it is feasible to identify ligand analogs or small-molecule compounds capable of competitively binding to and inactivating ASGR1, thereby providing a potential strategy for cholesterol-lowering treatments. At present, there are still relatively few reports on inhibitors of ASGR1, and only a few of its endogenous interacting proteins have been identified. In this study, we developed an immunoprecipitation combined with mass spectrometry (IP-MS) method to identify endogenous interacting proteins of ASGR1 in HepG2 cells. We obtained a total of 23 credible candidate interacting proteins, and among the functionally relevant 9 candidate proteins, we preliminarily identified 6 proteins that interact with ASGR1, none of which have been reported before. We failed to detect any known ASGR1 interactors except for GPX8 within the beads sample.^37^ Several factors could contribute to the absence of other potential interactors. Firstly, the protein-protein interactions of interest are not expressed or are not detectable in the HepG2 cell line used in our experiments. Secondly, some interactions with ASGR1 might be transient, making them difficult to capture under the conditions of our assay. Thirdly, the protein might have a lower affinity toward ASGR1. What’s more, the over-filtering of the data might have inadvertently excluded some specific interaction partners. Ideally, proteins that interact nonspecifically with the IgG control should be disregarded as they are not considered true interactors. However, there is a possibility that some genuine interaction partners may also exhibit nonspecific binding to IgG or beads, leading to their removal from the analysis. Further research revealed that PON2 can dose-dependently decrease the ASGR1 protein level, and this effect is evolutionarily conserved across species. Our study is the first to describe the interaction between ASGR1 and PON2, and the subsequent metabolic effects. This interaction appears to be a novel post-translational regulatory mechanism that could be targeted for therapeutic intervention. In the future, the detailed mechanistic understanding of PON2’s effects on ASGR1, coupled with the *in vivo* evidence of its therapeutic potential, may open up new possibilities for the development of targeted therapies for metabolic diseases, particularly hypercholesterolemia.

In conclusion, our results showed that inhibition of ASGR1 in pigs may be a safe and effective way for lipid reduction, and the role of ASGR1 in the APMK-autophagy pathway is worth exploring, which may uncover the additional protective effect against atherosclerosis of ASGR1. In addition, the interacting proteins identified in our study provide a better way to understand the function of ASGR1, and PON2 is a hopeful target to inhibit ASGR1 and prevent atherosclerosis.

### Limitations of the study

In this study, we generated ASGR1 knockout pigs, and compared to WT pigs, the ASGR1^+/−^ pigs exhibited a lower lipid profile and no obvious inflammation. Although we identified the phenotype of ASGR1 haploinsufficiency *in vivo*, the actual mechanism of ASGR1 regulating lipogenesis and inflammation was not investigated. What’s more, due to the difficulty of the experiments on large animals, the concentrations of serum CHOL, TG, HDL-C, LDL-C, ALT, and AST were detected in only three animals per group, which may account for the deviations observed in the results. We also found that PON2 interacts with ASGR1 and inhibits it *in vitro* and *in vivo*, which reduces the concentrations of serum CHOL and TG, but the actual mechanism of PON2 regulating ASGR1 remains unclear. Additionally, the *in vivo* effects of the PON2 variant (1-122aa) on modulating ASGR1 expression require further investigation.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Monoclonal anti-Flag	Sigma-Aldrich	Cat# F1804; RRID: AB_262044
Anti-HA	Cell signaling technology	Cat# C29F4
Mouse monoclonal anti-Actin	Beyotime	Cat# AA128; RRID: AB_2861213
ASGR1 Antibody	Proteintech	Cat# CL594-11739; RRID: AB_2919773
Anti-PON2	Abcam	Cat# ab183710
Anti-PCSK9	Beyotime	Cat# AF7692
FASN Rabbit mAb	ABclonal	Cat# A19050; RRID: AB_2862543
Anti-LDLR	ABclonal	Cat# A20808
HMGCR Polyclonal Antibody	ABclonal	Cat# A16875; RRID: AB_2769811
Anti-SREBP1	ABclonal	Cat# A25305
Mouse IgG	Beyotime	Cat# A7028; RRID: AB_2909433
HRP-labeled Goat anti-Rabbit IgG (H + L)	Beyotime	Cat# A0208; RRID: AB_2892644
Horseradish-labeled goat anti-mouse IgG (H + L)	Beyotime	Cat# A0216; RRID: AB_2860575
Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Cat# A32723TR; RRID: AB_2866489
Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594	Thermo Fisher Scientific	Cat # A-11037; RRID: AB_2534095

**Biological samples**		

ASGR1^+/-^ and WT pigs ear tissue	This paper	N/A
ASGR1^+/-^ and WT pigs liver tissue	This paper	N/A
ASGR1^+/-^ and WT pigs plasma	This paper	N/A
PON2^OE^ and control mice liver tissue	This paper	N/A
PON2^OE^, control and WT mice plasma	This paper	N/A

**Chemicals, peptides, and recombinant proteins**		

Fetal Bovine Serum (FBS)	Gibco	Cat # 10099
Dulbecco’s modified Eagle’s medium (DMEM)	Gibco	Cat # 12100061
Dulbecco’s phosphate-buffered saline (DPBS)	Gibco	Cat # D2650
0.25% Typsin-EDTA	Gibco	Cat # 25200072
penicillin/streptomycin	Thermo Fisher Scientific	Cat # 15140122
nonessential amino acid	Gibco	Cat # 11140050
PMSF	Beyotime	Cat # ST506
LentiFit	HanBio	Cat # HB-LIF-1000
Pierce Protein A/G Magnetic Beads	Thermo Fisher Scientific	Cat # 88803

**Critical commercial assays**		

ABScript III RT Master Mix for qPCR	ABclonal	Cat # RK20429
2 × RealStar Fast SYBR qPCR Mix	GenStar	Cat # A301

**Deposited data**		

Raw data of RNA sequencing	This paper	GEO: GSE268910
Raw data of mass spectrometry	This paper	iProX: PXD052849
Raw data of Western blotting	This paper	Mendeley Data: https://doi.org/10.17632/n5nthvrf3p.1

**Experimental models: Cell lines**		

HEK293T	ATCC	Cat # CRL-3216 RRID: CVCL_0063
HepG2	ATCC	Cat # HB-8065 RRID: CVCL_0027
Huh7	Procell	Cat # CL0120 RRID: CVCL_0336
PFF	This paper	N/A

**Experimental models: Organisms/strains**		

Mouse: CD-1 (ICR)	Vital River	RRID: MGI: 5649797
Pig: ASGR1 knockout: Bama minipigs	This paper	N/A

**Oligonucleotides**		

See Table S1	This paper	N/A

**Recombinant DNA**		

Plasmid: pM3-Cas9	Lu et al.^38^	N/A
Plasmid: pCRISPR-sg6	Xu et al.^39^	N/A
Plasmid: pPB-hNRAS^G12V^	Xu et al.^39^	N/A
Plasmid: pMax2-Cas9-GFP	This paper	N/A
Plasmid: pASGR1-sgRNA1	This paper	N/A
Plasmid: pASGR1-sgRNA1	This paper	N/A
Plasmid: pEF1a-ASGR1-IRES-GFP	This paper	N/A
Plasmid: pEF1a- ASGR1-3 × Flag - IRES-GFP	This paper	N/A
Plasmid: pEF1a-3 × HA-SV40-Puro	This paper	N/A
Plasmid: pEF1a-Candidates-3 × HA -SV40-Puro	This paper	N/A
Plasmid: pCAG-PBase	This paper	N/A

**Software and algorithms**		

Image J	Open source	N/A
Prism 9	Graphpad Software	N/A

**Other**		

Roche LightCycler 480 Real Time PCR System	Roche	RRID: SCR_018626
Nucleofector 2b Device	Lonza	RRID: SCR_022262
Leica Stellaris 5 microscope	Leica	RRID: SCR_024663

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Sen Wu ().

#### Materials availability

Unique materials generated in this study are available upon completing materials transfer agreement.

#### Data and code availability

• RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. The MS data have been deposited to the ProteomeXchange Consortium via the iProX repository and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Original western blot images have been deposited at Mendeley and are publicly available as of the date of publication. The DOI is listed in the key resources table.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Animals model

All pig lines were of Bama minipigs’ genetic background or their offspring. Pigs aged about 8−20 weeks were used for experiments, and the age difference of the pigs was no more than 1 week for the same experiment. All pigs generated in our study were male except for F1-03. Pigs were housed in a controlled environment (12−hour daylight cycle), with free access to normal food and water.

CD-1 (ICR) mice were obtained from Vital River Laboratory Animal Technology (Beijing, China). All mice were 4 weeks old male and used for Hydrodynamic tail vein injection. All animals were fasted for 12h (overnight) before scarification, and blood was collected to isolate the serum for biochemical analysis. Animal experiments in this study were performed following the guide of the Animal Welfare Committee of China Agricultural University AW03111202-3-1.

#### Cell culture

HEK 293T cells, PFFs, HepG2, and Huh7 were cultured with DMEM (Gibco) supplemented with 10% FBS (Gibco), 1% nonessential amino acid (Gibco) and 1% penicillin/streptomycin (Thermo Fisher Scientific) in an incubator at 37°C with 5% CO_2_.

### Method details

#### Plasmid construction and transfection

The sgRNAs targeting porcine endogenous ASGR1 were designed and listed in Table S1. Oligonucleotides for sgRNA templates were synthesized, annealed, and inserted into the *Bbs*I site of pCRISPR-sg6.^38^ To generate the Cas9-expressing plasmid pMax2-Cas9-GFP, the pM3-Cas9 plasmid^39^ was digested with *Fse*I. The F2A-EGFP fragment was PCR amplified and inserted into the *Fes*I-digested pM3-Cas9 backbone through Gibson assembly. The human ASGR1-CDS sequence was synthesized by General Biol and then inserted into the *Nhe*I and *Bam*HI-digested pPB-hNRAS^G12V^ to generate the ASGR1 overexpression plasmid pEF1a-ASGR1-IRES-GFP. To generate the pEF1a-ASGR1-3 × Flag-IRES-GFP, the pEF1a-ASGR1-IRES-GFP was digested with *Sbf*I and fused a 3 × Flag fragment in the C terminal of ASGR1-CDS. The candidates’ CDS sequences were amplified from a template of HepG2 cells cDNA and then inserted into the *Nhe*I-digested pEF1a-3 × HA-SV40-Puro backbone through T4 ligase. Mouse Asgr1- and Pon2-CDS were amplified from the template of mouse liver cDNA. Truncations of PON2 were amplified from the plasmid pEF1a-PON2-3 × HA-SV40-Puro.

For each transfection experiment, about 10^6^ cells PFFs were mixed with 3 μg DNA (1 μg sgRNA-expressing plasmids, and 2 μg Cas9-expressing plasmid) and resuspended in the prewarmed Nucleofector solution. The electroporation was performed with the Nucleofector 2b Device (Lonza), according to the manufacturer’s protocols. The GFP-positive cells were sorted by a FACS Calibur machine (BD Biosciences) and further cultured into clones. Except for PFFs, HEK293T, Huh7, and HepG2 cells were transfected with LentiFit (HANBIO) using the standard protocol when cells reached up to 60% confluence. For example, each 6-well plate cell needs a total of 4 μg plasmids and 6 μL LentiFit reagent. 48 hours after transfection, the cells were collected for RNA and protein extraction.

#### Off-target assay

Three potential off-target sites for each sgRNA were predicted using Cas-OFFinder.^40^ The corresponding PCR products were sequenced. All primers for off-target assay are listed in Table S1.

#### RNA-Seq and analysis

WT and Asgr1^+/–^ pigs were fasted overnight before collection of the liver tissues, *n* = 3 biologically independent repeats per group. All 6 samples were collected and sent to the Beijing Genomics Institute (BGI), where they extracted, quantified, and qualified the total RNA, sequencing 6 samples used BGISEQ platform, averagely generating about 6.79G Gb bases per sample. 

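Genes of plasma proteins made by the liver took the largest shares of the counts, with ALB the most abundant in S03 and in each WT library and HP, which encodes haptoglobin, in S04 and S05, and with TF and ITIH4, an inter-alpha-trypsin inhibitor of the acute phase, among the 10 most abundant. These 10 genes held the smallest share of the counts in WT1 and the largest in WT3 (25.1%), with 16.7% in S03, 21.3% in S04, 24.3% in S05 and 21.8% in WT2. ITIH4 had 22657 CPM in S04, 28203 in S05, 5505 in S03 and 3506 to 5993 in WT. The deposited table lists 17109 genes, of which 17103 had a count in at least 1 of the 6 libraries and 6 had none. Each library had a count for 15621 (S05) to 15952 (S03) genes.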

The average mapping ratio with the reference genome is 90.53%, and the average mapping ratio with the gene is 69.92%; 17109 genes were identified. After obtaining the raw sequencing data, SOAPnuke (v1.5.2) was used for analyzing raw RNA-seq data and trimming the sequencing adapter. HISAT (v2.0.4) was used to align the clean reads to the reference genome and Bowtie2 (v2.2.5) to align the clean reads to the reference genes. The R package DESeq2 was used for differential gene expression analysis, and the read counts matrix was used as the input file. Genes with adjusted q value ≤ 0.05 and |log2FC| ≥ 1 were considered as differentially expressed genes. GO enrichment analysis for differentially expressed genes in a group was carried out using R package phyper. GO terms with a q value ≤ 0.05 were considered significantly enriched. RNA sequencing data are deposited on the NCBI Gene Expression Omnibus (GEO) repository under the accession number GSE268910.

#### Affinity purification by immunoprecipitation (IP)

HepG2 cells stably overexpressing ASGR1 were lysed in IP Lysis buffer (Huaxingbo) on ice for 30 min. Cell debris was removed by centrifugation at 20,000g and 4°C for 10 min. Before IP, 3 mg of cell lysate were precleared with 10 μL Protein A/G-Agarose beads (50% slurry) at 4°C for 2−3 h on a rotator. Protein A/G-Agarose beads were removed by centrifugation at 3000g and 4°C for 5 min. The supernatant (cell lysate) was transferred to a fresh centrifuge tube on ice. Thereafter, the sample was incubated with mouse monoclonal anti-flag antibody (Sigma) or isotype-controlled mouse IgG (Beyotime) overnight at 4°C on a rotary device. Protein A/G-Agarose beads (30 μL) were added and incubated at 4°C for 3 h. The immunoprecipitants (beads) were collected by centrifugation at 5000g and 4°C for 5 min and washed five times with 600 μL IP Lysis buffer. Finally, the immunoprecipitated proteins were eluted by using 2 × loading buffer and subjected to SDS-PAGE, with protein bands visualized by Coomassie blue staining.

#### LC-MS/MS data analysis and protein identification

The IP Solution and Beads samples of HepG2 cells were further analyzed by the China Agricultural University Functional Genomics Platform Biomass Spectrometry Laboratory. “Mascot score” provides an acceptance threshold with false identification probability at a confidence level of 0.05. To reduce the likelihood of false peptide identification, only peptides with Mascot scores ≥ 31 were counted as identified, and each confident protein identification involves at least two unique peptides.

#### Co-immunoprecipitation (Co-IP) for western blot analysis

Half of the 6-well plates cells were transfected to valid the interactions between the candidate proteins and ASGR1. Each well was transfected 4μg DNA (2 μg pEF1a-ASGR1-3 × Flag-IRES-GFP, and 2 μg pEF1a-Candidates-3 × HA-SV40-Puro). 48 hours after transfection, whole-cell extracts were collected by lysis of 1 × 10^7^ cells in 1 mL IP Lysis Buffer (Huaxingbo) with the addition of phenylmethanesulfonylfluoride fluoride (PMSF) protease inhibitor (Beyotime) for 30 min on ice and clarified via centrifugation. For Co-IP, about 400 μL protein extracts were incubated for 12 h at 4°C with anti-HA antibody (Cell Signaling Technology) or control rabbit immunoglobulin G (IgG) (Beyotime), and precipitated proteins were captured by using 30 μL Pierce Protein A/G Agarose (Thermo Fisher Scientific). After five washes with IP Lysis Buffer, bound proteins were eluted in 2 × loading buffer and examined by western blot analysis. Anti-HA antibody (Cell Signaling Technology, 1:1000 dilution) and anti-flag antibody (sigma, 1:1000 dilution) were used for western blot analyses.

#### Hydrodynamic tail vein injection

4-week CD-1 (ICR) male mice from Vital River were selected for hydrodynamic tail vein injection. Rapidly injecting a large volume of DNA solution (∼10% of body weight) via the mouse tail vein can achieve efficient gene transfer and expression *in vivo*, preferentially in the liver.^41^ We followed a previously described injection protocol.^42^ The mice in the experimental group were injected with pEF1a-ASGR1-3 × Flag-IRES-GFP, pEF1a-PON2-3 × HA-SV40-Puro, and pCAG-PBase, at 8 μg each in saline at a volume of 10% body weight. Control groups were injected with pEF1a-ASGR1-3 × Flag-IRES-GFP, pEF1a-3 × HA-SV40-Puro, and pCAG-PBase. Mice were examined on day 4 postinjection.

#### RNA extraction and Real-time quantitative PCR

Following the manufacturer’s protocol, total RNA was isolated from liver tissues or cells (Megan). 2 μg RNA was reverse transcribed using ABScript III RT Master for qPCR (ABclonal). Real-time PCR was performed on LightCycler 480 (Roche). The experimental procedure was carried out according to the kit’s instructions. The relative mRNA expression was analyzed by normalizing with 18S in all genes. The cycle threshold (2^−ΔΔCt^) method was used to calculate the relative expression levels of the genes: ΔCt = Ct target gene − Ct internal reference gene, and ΔΔCt = ΔCt experimental group − ΔCt control group. The sequences of qPCR primers were summarized in Table S1.

#### Immunofluorescence staining

Huh7 cells stably expressing PON2-HA and ASGR1-Flag were fixed with 4% paraformaldehyde for 10 minutes at room temperature after being washed with PBS twice. Then cells were blocked with an Immunol Staining Blocking Buffer (Beyotime) for 30 minutes at room temperature. After that, cells were incubated with primary antibody Flag (Sigma, 1:100 dilution) and HA (Cell Signaling Technology,1:100 dilution) incubated at 4°C overnight. After 5 washes with PBS, cells were incubated with Alexa Fluor 488 goat anti-Mouse IgG (H+L) and Alexa Fluor 594 goat anti-Rabbit IgG (H+L) secondary antibody (Thermo Fisher Scientific, 1:500 dilution) for 1 hour at room temperature with gentle shaking. At last, the samples were washed with PBS 3 times before staining the nucleus with DAPI (Beyotime) for 5 minutes. Immunofluorescence images were obtained and analyzed with Leica Stellaris 5.

#### Immunoblotting

For immunoblotting, whole-cell extracts or liver tissues were homogenized with RIPA buffer and phenylmethanesulfonylfluoride fluoride (PMSF) protease inhibitor (Beyotime) on ice for 30 min, and then centrifugation at 20,000g for 10 min at 4°C, the supernatant was collected. After denaturation, proteins were separated by SDS-PAGE, and then transferred onto a PVDF membrane. The membrane was then blocked with 5% milk for 3 h incubated with appropriate primary antibodies at 4°C overnight, the primary antibodies including β-actin antibody (Beyotime, 1:1000), ASGR1 antibody (Proteintech, 1:2000), PCSK9 antibody (Beyotime, 1:1000), HMGCR antibody (ABclonal, 1:1000), FASN antibody (ABclonal, 1:1000), PON2 antibody (Abcam, 1:20000). After incubation with appropriate secondary antibody, HRP-labeled Goat Anti-Rabbit IgG (H+L) (1:1000) and HRP-labeled Goat Anti-Mouse IgG (H+L) (1:1000) were from Beyotime Institute of Biotechnology, the protein bands were visualized with a SuperSignal West Pico PLUS Kit according to the manufacturer’s instructions (Thermo Fisher Scientific). The images were captured on the Tanon 5200 Imaging System.

#### H&E staining

The liver tissues obtained from WT and ASGR1^+/-^ pigs were fixed in 4% paraformaldehyde for 2 days. The fixed tissues were embedded in paraffin wax and cross-sectioned at 5 μm using a vibratome for H&E staining. The slides were deparaffinized with xylene and subsequently rehydrated with 100%, 90%, 80%, 70%, and 50% alcohol, followed by H_2_O. Finally, the rehydrated slides were stained with a Hematoxylin-Eosin Stain Kit (Solarbio) according to the manufacturer’s instructions and viewed under a fluorescence inversion microscope.

#### Cholesterol and biochemical analysis of serum samples

Before whole blood collection, mice and pigs were fasted overnight. Then pigs' whole blood was collected at the time of euthanasia, while mice’s whole blood was collected from the eyeballs. After standing at room temperature for 1 h, the whole blood was centrifuged at 2000g for 20 min. Then the serum was transferred into new tubes and analyzed in the China Agricultural University Veterinary Teaching Hospital.

### Quantification and statistical analysis

All animal experiments and *in vitro* assays were repeated in at least two independent experiments and all attempts at replication were successful. Statistical analyses were performed with GraphPad Prism software v.9 using an unpaired, two-tailed Student’s t-test when two groups were compared. All data are shown as the mean ± SEM. A *P* value < 0.05 was considered statistically significant.

# Supplementary material for: ASGR1 is a promising target for lipid reduction in pigs with PON2 as its inhibitor
**Source:** iScience. 2024 Jun 17;27(7):110288. doi: 10.1016/j.isci.2024.110288
**Supplement:** Document S1. Figures S1–S4 and Tables S1 and S2

iScience, Volume 27

Supplemental information

ASGR1 is a promising target for lipid reduction in pigs with PON2 as its inhibitor

Yunjun Yin, Jun Liu, Jia Yu, Dingcai Dong, Fei Gao, Libao Yu, Xuguang Du, and Sen Wu

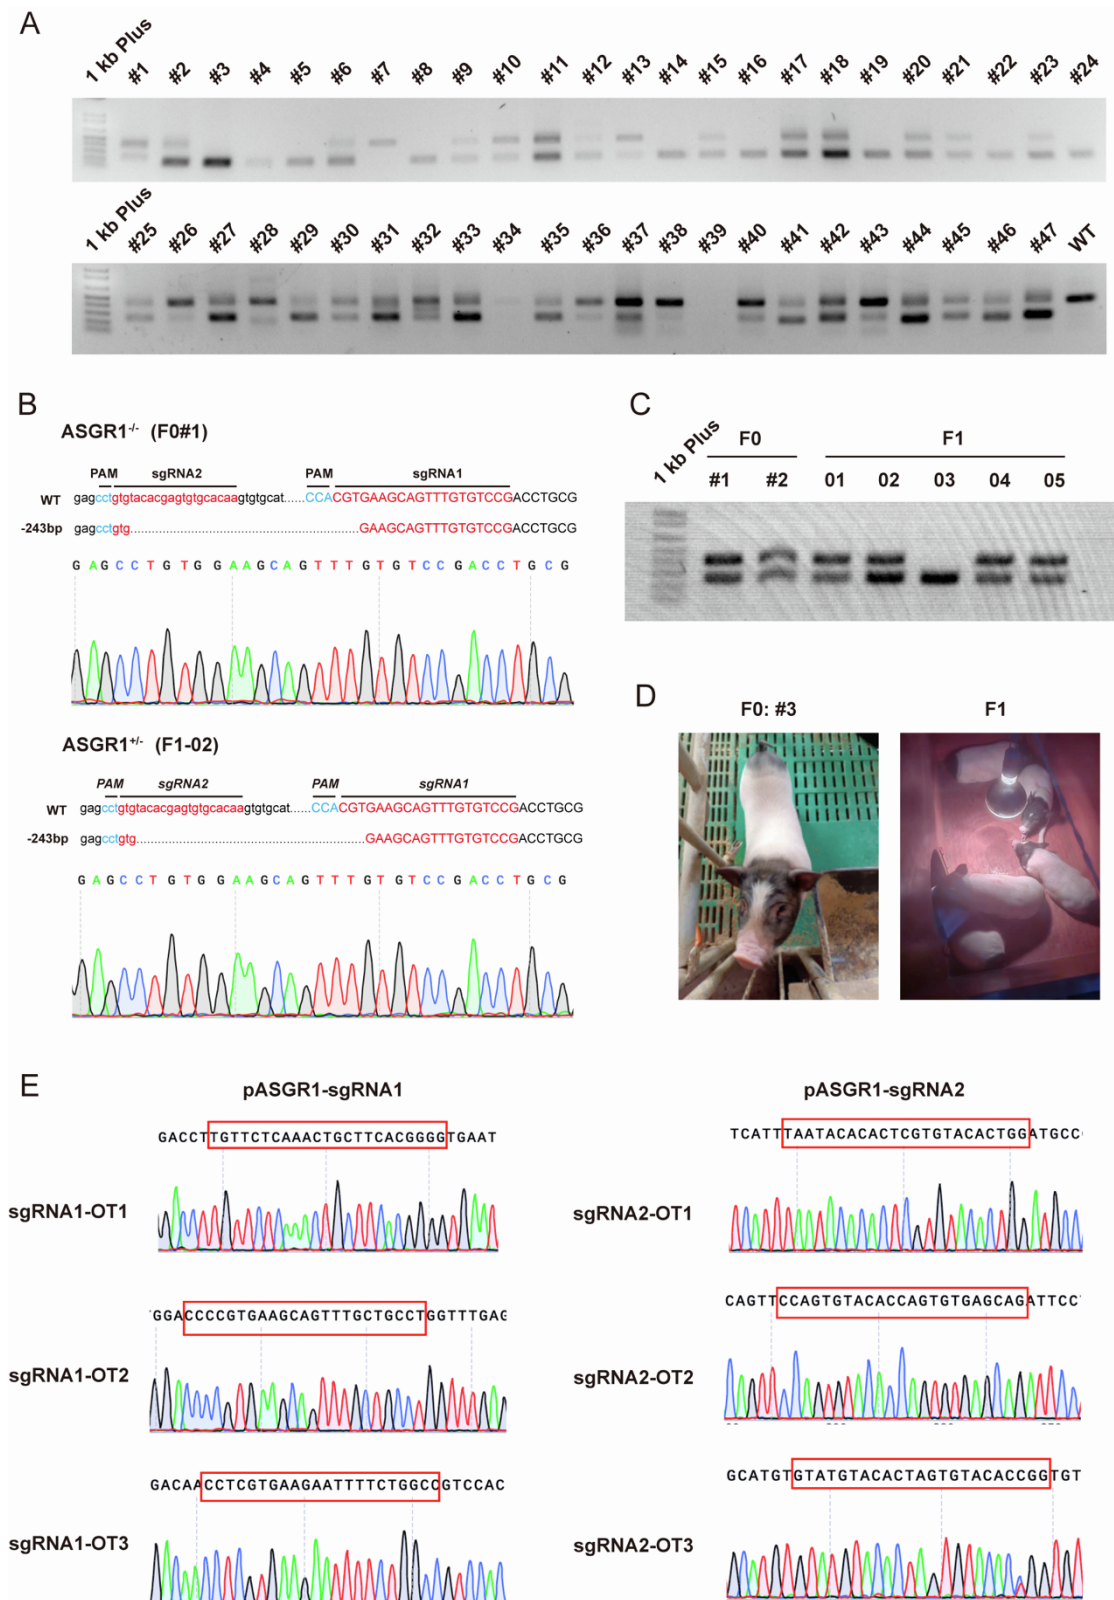

Figure S1. Generation and genotyping of ASGR1 Knockout pigs, related to Figure 1.

(A) PCR genotyping of porcine fetal fibroblast clones at the ASGR1 loci. (B) Representative sequencing chromatograms of ASGR1^{-/-} (F0#1) and ASGR1^{+/-} (F1-02) pigs. (C) PCR genotyping of pigs' gender. (D) Representative photograph of F0 and F1 pigs. (E) Analysis of the three potential off-target sites for each sgRNA in ASGR1^{+/-} pigs.

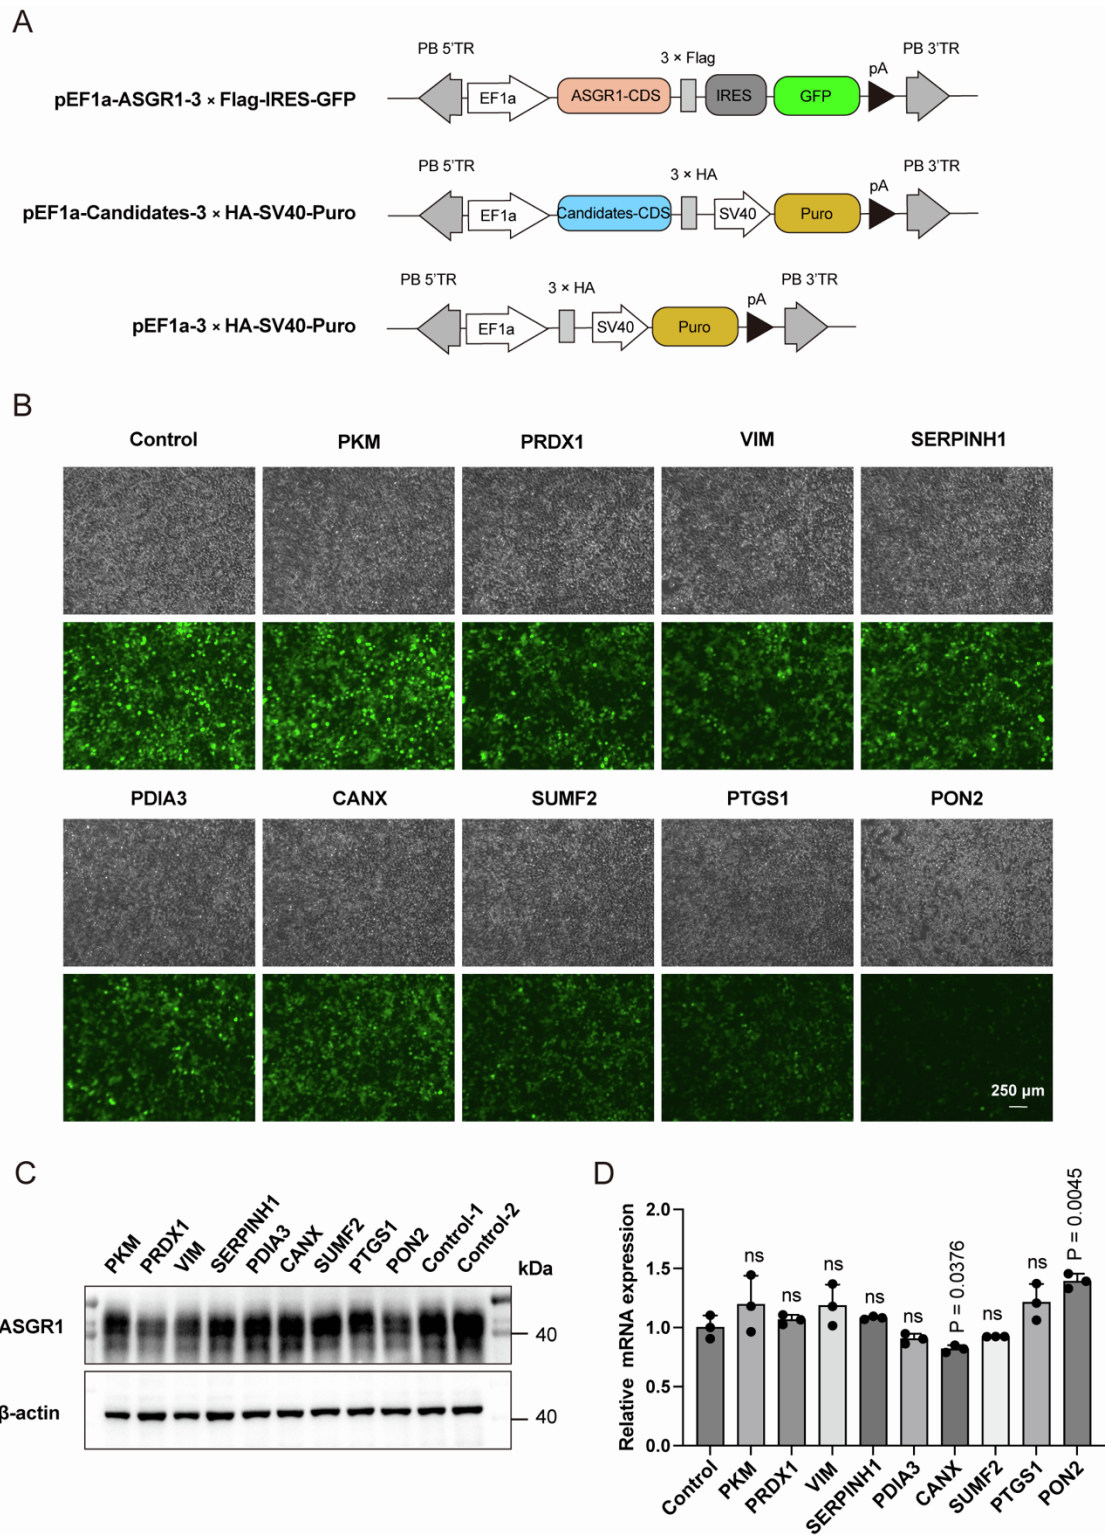

Figure S2. Validation of the selected ASGR1-interacting candidate proteins, related to Figure 4.

(A) Schematic of the ASGR1 and candidate proteins overexpression vector. 3 × Flag or HA was fused in the C terminal of genes. IRES, internal ribosome entry site; pA, polyadenylation signal. (B) Equal amounts of pEF1a-ASGR1-3 × Flag-IRES-GFP and pEF1a-Candidates-3 × HA-SV40-Puro plasmids were co-expressed transiently in HEK293T cells, and the control group was transfected with pEF1a-ASGR1-3 × Flag-IRES-GFP and pEF1a-3 × HA-SV40-Puro empty vector. The expression of green fluorescence in cells can reflect the expression of ASGR1. (Scale bars, 250 μm). (C) Immunoblotting analysis of the protein level of ASGR1 in the HepG2 cells. (D) Expression of ASGR1 in HepG2 cells measured by RT-qPCR ($n = 3$). All values are presented as mean ± SEM. *P* values were calculated by unpaired two-tailed Student's *t*-test.

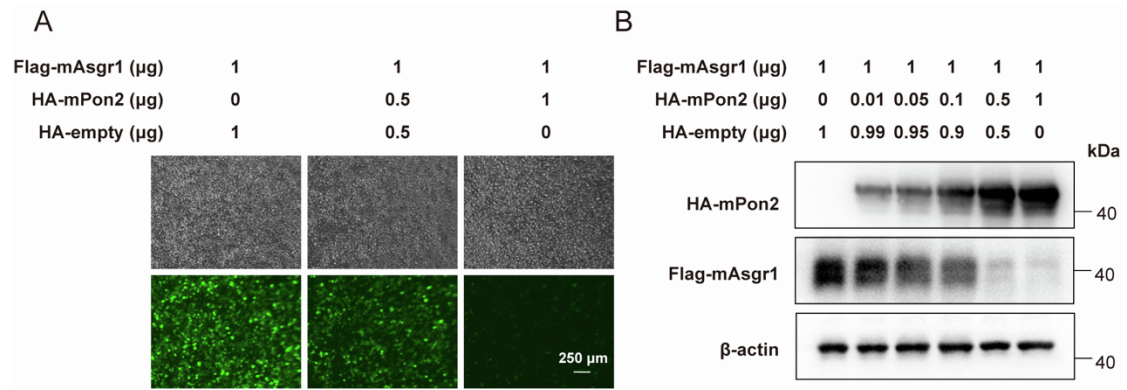

Figure S3. mPon2 downregulates mAsgr1 protein level in a dose-dependent manner, related to Figure 5. (A) HEK293T cells were transfected with mAsgr1 and different doses of mPon2 (Scale bars, 250 μm), and additional pEF1a-3 × HA-SV40-Puro empty vector was transfected to ensure consistency in the total amount of plasmid DNA introduced into the cells. (B) Immunoblotting analysis of the protein levels of mPon2 and mAsgr1.

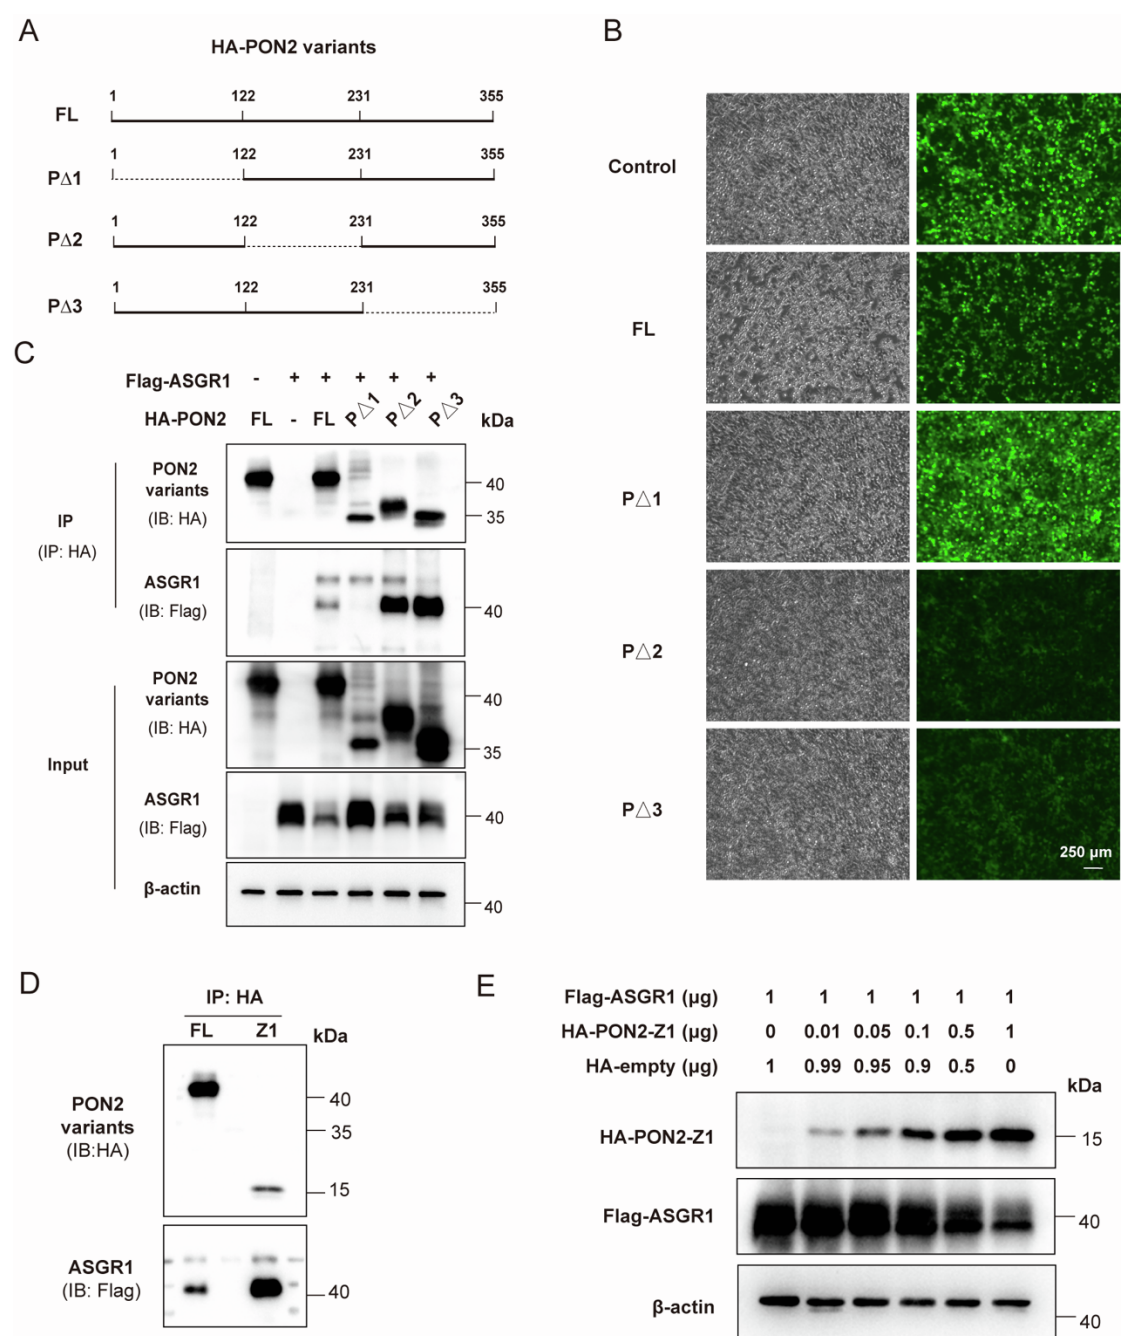

Figure S4. Identification of the region (a.a. 1-122) of PON2 as the ASGR1-interacting Sequence. (A) Schematic of various PON2 truncations. (B) Co-expression of the PON2-HA variants and ASGR1-Flag in HEK293T cells (Scale bars, 250 μ m). (C) Co-IP of the PON2-HA variants and ASGR1 in HEK293T cells. (D) Co-IP of the PON2-HA variants and ASGR1 in HEK293T cells. Pull-downs with HA antibodies were analyzed by Immunoblotting for Flag (ASGR1) and HA (PON2-HA variants). Isotype-controlled rabbit "IgG" as a negative

control. “Input” represents 10% of the original material subjected to coimmunoprecipitation.

(E) Immunoblotting analysis of the expression of PON2-Z1 and ASGR1.

Table S1. Primers sequences, related to STAR Methods.

Primers name	Primers sequences	
	Forward (5'-3')	Reverse (5'-3')
pASGR1-sgRNA1	TTGTGCACACTCGTGTACAC	
pASGR1-sgRNA2	CGGACACAAACTGCTTCACG	
sgRNA1-OT1	TGTTCTCAAACCTGCTTCACG	
sgRNA1-OT2	AGGCAGCAAACCTGCTTCACG	
sgRNA1-OT3	CGGCCAGAAAATTCTTCACG	
sgRNA2-OT1	TAATACACACTCGTGTACAC	
sgRNA2-OT2	CTGCTCACACTGGTGTACAC	
sgRNA2-OT3	GTATGTACACTAGTGTACAC	
sgRNA1-OT1-PCR	CTGTGTTCTTAAGGTTTGCTTGG	CTTTCAGAATTAAAGCCCCCTTGT
sgRNA1-OT2-PCR	TTTGATCTGTGCTGTGTATCCTG	GAGGAGAAAAGGGTGTGTGTATG
sgRNA1-OT3-PCR	TTCTTCTTTCCTTGTAGGGAACC	GAATTCAAACCTTGTTTCAGGATCG
sgRNA2-OT1-PCR	GTGATTAAGGCAAGAAGCCCTAT	GGGCTACTGTATTGTGAGTGGGTC
sgRNA2-OT2-PCR	GTGAGCTGAGTGGCTGCTCTGC	AACTGAGCAGAGTCTCAGATTGG
sgRNA2-OT3-PCR	GAGTGCTTCTGGCTAAACAAAAA	AGCATCTTCACCTTCAGCATCTC
pASGR1-KO-PCR	AATGTGGGCAGAAAGATGAAGT	GGACAGAGGGAAGGTGAGG
18S-qPCR	CCTGCGGCTTAATTTGACTC	ATGCCAGAGTCTCGTTCGTT
GAPDH-qPCR	GTGGACCTGACCTGCCGTCT	GGAGGAGTGGGTGTCGCTGT
hASGR1-qPCR	GAGAGAGACGTTTCAGCAACTTC	GGGACTCTAGCGACTTCATCTT
pIL-6-qPCR	GGACGCCTGGAAGAAGATGC	TGCCAGTACCTCCTTGCTGTT
pTNF- α -qPCR	ACCACGCTCTTCTGCCTACTG	CTCGGCTTTGACATTGGCTACA
pNLRP3-qPCR	CTACCCTGGCAGGCATCATT	CTTGTTCCGAGCCCAGTTCT
pNF-kB-qPCR	GAGGCCGTAAATCTCTCTGGG	AGCCAGCAGCATCTTCACAT
mIL1 β -qPCR	TGGACCTTCCAGGATGAGGACA	GTTTCATCTCGGAGCCTGTAGTG
mTNF- α -qPCR	GGTGCCTATGTCTCAGCCTCTT	GCCATAGAACTGATGAGAGGGAG
mHmgcr-qPCR	GCTCGTCTACAGAACTCCACG	GCTTCAGCAGTGCTTTCTCCGT
mPcsk9-qPCR	ATGGCACCAGACAGAGGAAGAC	CACGCTGTTGAAGTCGGTGATG
mLdlr-qPCR	GAATCTACTGGTCCGACCTGTC	CTGTCCAGTAGATGTTGCGGTG
mSrebp1-qPCR	CGACTACATCCGCTTCTTGACG	CCTCCATAGACACATCTGTGCC
mScd1-qPCR	GCAAGCTCTACACCTGCCTCTT	CGTGCCTTGTAAGTTCTGTGGC
mSrebp2-qPCR	AGAAAGAGCGGTGGAGTCCTTG	GAACTGCTGGAGAATGGTGAGG
mFasn-qPCR	GCTGCGGAAACTTCAGGAAAT	AGAGACGTGTCACTCCTGGACTT

Table S2. List of 23 ASGR1-interacting proteins that appear in both Solution and Beads samples, related to Figure 3.

UniProt ID	Protein name	Description	Score		Coverage (%)		PSM	
Samples			Solution	Beads	Solution	Beads	Solution	Beads
P08729	KRT7	Keratin, type II cytoskeletal 7	2314	2795	54	45	71	82
P05783	KRT18	Keratin, type I cytoskeletal 18	610	1554	35	69	23	62
P08727	KRT19	Keratin, type I cytoskeletal 19	818	593	58	36	35	25
Q13751	LAMB3	Laminin subunit beta-3	661	1498	19	43	17	51
P50454	SERPINH1	Serpin H1	1046	1163	54	50	30	32
P08670	VIM	Vimentin	1597	825	69	53	49	24
P27824	CANX	Calnexin	1466	753	53	25	52	23
Q8TEM1	NUP210	Nuclear pore membrane glycoprotein 210	153	414	4	11	6	21
P14618	PKM	Pyruvate kinase	323	374	30	35	12	15
Q12797	ASPH	Aspartyl/asparaginyl beta-hydroxylase	281	369	16	21	8	20
Q9Y446	PKP3	Plakophilin-3	110	311	9	18	5	12
H0Y612	TRIM33	E3 ubiquitin-protein ligase TRIM33	69	302	4	15	3	12
Q9ULG6	CCPG1	Cell cycle progression protein 1	61	250	5	15	5	9
A0A0J9YXF2	PON2	Paraoxonase 2	242	227	39	33	9	12
A0A0C4DGV8	SEMA3B	Semaphorin-3B	377	210	23	14	15	7
P30101	PDIA3	Protein disulfide-isomerase A3	128	189	21	28	6	11
P42677	RPS27	ribosomal protein S27	60	144	25	39	2	5
J3KQJ1	SUMF2	Sulfatase-modifying factor 2	132	105	16	21	5	5
J3KQE5	RAN	GTP-binding nuclear protein Ran	65	94	11	14	2	3
Q13444	ADAM15	Disintegrin and metalloproteinase domain-containing protein 15	166	72	7	3	4	2

G5E9W2	CHPF2	Chondroitin sulfate glucuronyltransferase	77	70	5	5	4	4
A0A0A0MSI0	PRDX1	Peroxiredoxin-1	146	60	39	17	7	4
P23219	PTGS1	Prostaglandin G/H synthase 1	127	216	10	17	4	10

Abbreviation: PSM, peptide-spectrum match

How the deposited data were processed for this re-analysis (not part of the article)

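RNA of the livers of 3 ASGR1+/- pigs (S03, S04 and S05) and 3 WT pigs (WT1, WT2 and WT3) was sequenced by the authors on the BGISEQ platform after an overnight fast, with 1 library per animal, and the libraries were grouped by the genotype of their labels. The authors trimmed the reads with SOAPnuke and aligned them to the genome with HISAT and to the genes of the reference with Bowtie2. The submitters' processing notes give HISAT2 2.0.4, Bowtie2 and the build Sscrofa11.1. The deposited table holds, for each library, an estimated count per gene, which is not normalized. It also holds the FPKM that the authors computed, per kilobase of gene and scaled by the fragments of the library. The third deposited unit is TPM, which the authors scaled to a fixed sum per library. The tool that made the estimated counts is not named in the paper's text. The deposited group averages, which include S03, were not used here.
All 17109 genes matched the reference annotation by gene ID, 17084 of them with the same symbol, and 12 symbols were taken from the reference, 9 of which the table held as dates. Of the cells of the estimated counts, 12.0% were not whole numbers, and the counts were rounded to whole numbers for every test. Library totals were 15397758 (S03), 16052784 (S04), 15833801 (S05), 15769280 (WT1), 15697180 (WT2) and 16237721 (WT3). With so few animals the spread between animals, and not counting error, limits the precision for all but the rarest transcripts.
The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, genes kept by filterByExpr with its minimum count of 10, and Benjamini-Hochberg adjustment. Of the genes with a count, 13401 were tested for S04 and S05 against WT and 13243 with all 6 libraries. A differentially expressed gene had an adjusted p of 0.05 or less and a log2 fold change of at least 1 in size, the thresholds of the study. Counts within gene lists asked for the adjusted p alone. Standard errors were computed as the size of the log2 fold change over the square root of F. Values per library are CPM, counts scaled to the library total and by the TMM factors of all 6 libraries, and their means carry the SD between animals. DESeq2 1.42.0, the tool of the study, was run with its own size factors and independent filtering, and limma 3.58.1 was used for voom, camera and fry.
Counts were also simulated, each gene drawn independently from its WT mean and dispersion and the library sizes of these data. Changes were set for 100 genes at 2-fold and 100 genes at 4-fold, and a list of 30 other genes was lowered 2-fold. Among 12636 genes in the comparison without S03, edgeR recovered 30% and 87% of the 2 sets of 100, and 12 of its 133 calls were unchanged genes. Real genes are correlated, so these rates need not hold for the livers. DESeq2 recovered 45% and 92%, with 40 unchanged genes among 184 calls. With all 6 libraries edgeR recovered 15% and 83%, with 9 unchanged genes among 112 calls, and DESeq2 recovered 45% and 90%, with 39 among 185.
Principal components were computed from log2 CPM with a prior count of 2. The enrichment score came from fgsea 1.28.0 with 10000 permutations of genes and the seed 7. Enrichment among the passed genes used the hypergeometric test over 27 lists, with the genes tested as the background. Gene lists stood in for the GO terms and the pathway, since the table carries no annotation of either. The 31 lists were fixed before the data were examined: Fig. 2E, the ASGR and PON genes, sex-linked genes, cholesterol synthesis, SREBP regulation and LDL uptake, fatty acid synthesis, fatty acid oxidation, bile acids, lipoproteins, lipid and atherosclerosis signalling, inflammation, the acute phase, interferon response, cell cycle, xenobiotic metabolism, glucose metabolism and fasting, autophagy and AMPK, endoplasmic reticulum stress, fibrosis, markers of hepatocytes, macrophages, endothelial cells, cholangiocytes, lymphocytes, neutrophils and erythroid cells, pericentral and periportal genes, immediate early genes, ribosomal proteins and mitochondrially encoded genes. None of the last list was among the genes tested, so it is not analysed here. Several lists, among them those of lipid and xenobiotic metabolism, hold genes of Fig. 2E, which the study chose on these livers. Tests of those lists are not independent of that choice. Set tests used camera with a preset correlation of 0.01 and with an estimated correlation, and fry. Of the 27 lists with a set test, camera passed 21 without S03 and 17 with it. With an estimated correlation it passed none (5 at an unadjusted p under 0.05 in each comparison, smallest adjusted p = 0.228 and 0.172 from limma). Fry, which does not compare a list with other genes, passed 5 without S03 and 2 with it. The 5 were fatty acid synthesis, fatty acid oxidation, bile acids, the acute phase and neutrophils, and the 2 were bile acids and neutrophils.
Genes named by rule were the ASGR and PON genes, the genes of Fig. 2E, genes that the paper measured by other means, the 10 largest rises and the 10 largest falls among the genes that passed without S03 (with a symbol not starting with LOC, a mean of at least 1 CPM and no overlap between groups), and up to 4 genes of each list with the smallest adjusted p. Some of the genes so named are not reported here. Alternatives were DESeq2, RLE scaling, library size alone, no filter on low counts, at least 10 counts in every library, all 6 libraries, each library left out in turn, other inputs of the principal components and other rankings for the enrichment. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The experiments on serum, protein and cultured cells were not used here.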

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

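The tests of the acute-phase genes, and for S03 the use of EIF1AY, of FPKM without the 10 most abundant genes and of the genes outside chromosomes X and Y, were chosen only after the result was seen.
S03, which the paper shows in its principal-component analysis and states it then left out, had no count for 8 of the 16 Y-linked genes that have at least 10 counts in every other library, a signal in a library outside the paper's later analyses. EIF1AY, the tested gene of the sex-linked list, had 1 count in S03 and 464 (WT3) to 614 (S04) in the others, and its log2 fold change was 0.099 (standard error 0.15, adjusted p = 0.747 from edgeR) without S03 and -0.49 (adjusted p = 0.867) with it. Genes of chromosome Y together had 45.3 CPM in S03 and 436 (WT2) to 469 (WT3) in the others. These values argue against a male animal in S03. Some Y-linked genes did not separate S03 from the others, such as LOC100624648, with 245 counts there and 68 (WT3) to 502 (WT2) elsewhere. The paper states that the pigs generated in the study were male except for F1-03, and does not say which animal S03 is.
S03 lay between the groups in the principal-component analysis, at 0.449 from the WT mean (0) to the mean of S04 and S05 (1), which is nearer to WT by less than the SD of replicates (0.0807). With log2 values and the libraries as variables it was at 0.535, its mean correlation of log2 values was 0.942 to WT and 0.941 to S04 and S05, of 104 genes that passed with edgeR 56 put it nearer to S04 and S05 and 48 nearer to WT, and of 873 that passed with DESeq2 432 and 441, so a place nearer to WT was not settled. As the source of such a place, a sex shared with the WT livers is argued against by EIF1AY, with at least 464 counts in each WT library and 1 in S03. Depth is argued against by the total of S04, 16052784, which lies within the range of the other libraries, as that of S05 does. A few abundant genes are argued against by the position of S03 without the 10 most abundant genes in FPKM, 0.378. A WT liver under the label of S03 cannot be told apart from an ASGR1+/- liver by ASGR1, which had 334 CPM in S03, within the WT range of 285 to 369.5, which the test asked of a WT liver, but S04 (290.2) was within it too. Some other genes ran the way of the label. S03 was on the side of S04 and S05 for 95 of the 104 genes passed by edgeR and 738 of the 873 passed by DESeq2. It was below the WT mean for 38 of the 42 genes of Fig. 2E, and below every WT library for ALB, TF, KLRD1, CYP1A2 and SOAT2. Others did not, and S03 was within the WT range for ELOVL2, ELOVL6, ACAA2, FBP1, SOD2 and ITIH4. The paper reports genotyping of its ASGR1+/- pigs and an immunoblot of ASGR1 in ASGR1+/- liver, and names S03 in neither. The label stays open because the passed and singly named genes were chosen on S04, S05 and the WT libraries. Whether the study used S03 to choose the genes of Fig. 2E is not settled. In addition, no WT library resembles S03 in its Y-linked counts, so the spread of such WT livers is not known here. An effect of sex on the distance of S03 from S04 and S05 stays open, as does any other difference between the animals. Leaving out the genes of chromosomes X and Y, which kept S03 at 0.452, does not test effects of sex on other genes.
Some acute-phase genes, outside those the paper discusses, rose in S04 and S05. These genes encode plasma proteins that the liver releases in inflammation. Of 17 tested, LCN2, SAA2 and ITIH4 rose and none fell with edgeR, DESeq2 passed 10 higher and 1 lower, and 6 were higher adjusted over the list alone. The log2 fold change was 6.62 for LCN2, 3.16 (adjusted p = 0.0398 from edgeR) for SAA2, a serum amyloid, and 2.54 for ITIH4, and the gene listed as gene-CRP-2, outside the list, rose by 2.29. The median of the list was 0.98, and 0.75 with S03, where none passed (5 higher and 1 lower at an unadjusted p under 0.05; 4 and 1 by DESeq2; 5 and 1 adjusted over the list alone). Camera of limma passed the list in both comparisons (adjusted p = 3.42e-12 and 0.000386), with adjusted p = 0.228 and 0.464 with an estimated correlation. Fry of limma passed it without S03 only (adjusted p = 0.0432, and 0.303 with S03). Without S05 none passed with edgeR (5 higher at an unadjusted p under 0.05, and 3 by DESeq2), without S04 or without WT3 LCN2 alone passed, without WT2 LCN2 and HAMP passed, and without WT1 4 passed.
A few genes taking most of the counts are argued against as the source of the pattern in the 11 acute-phase genes outside the 10 most abundant. Their median was 0.62, and 0.77 with the 10 most abundant genes left out of the data and scaling by library size. Scaling by library size alone moved the median of all genes to 0.11. The other 6 genes of the list are among the 10 most abundant, so the test does not cover them. Neutrophils in the tissue are argued against as the source of the abundant acute-phase genes by the highest neutrophil marker, CSF3R. It reached 11.9 CPM in S04 or S05, where the acute-phase genes had a median of 3273. The comparison does not cover lower genes of the list, such as LCN2, with 106 CPM in S04 and 161 in S05. The neutrophil markers were themselves higher, with a median log2 fold change of 1.31 (adjusted p = 0.00266 from camera of limma, and adjusted p = 0.228 with an estimated correlation). Against the WT mean these markers had a median of 1.22 in S03, 1.23 in S04 and 1.32 in S05. Yet S03 had 3.4 CPM of LCN2. The markers were low and S03 alone cannot decide the question. More neutrophils in S04 and S05 therefore stay open, and with them a part in the rise of such lower genes. The ASGR1+/- genotype stays open and cannot be told apart from other differences between the animals, such as inflammation before collection, because S03, the only other ASGR1+/- library, had a median of 0.14 above WT.
Genes of the stress response of the endoplasmic reticulum, also outside those the paper discusses, had a median log2 fold change of 0.48 over 20 genes, and 0.36 with S03. ASNS rose with edgeR, TRIB3, a pseudokinase of the same response, did not pass with it, 1.37 (standard error 0.29, adjusted p = 0.0737 from edgeR), DESeq2 passed 8 higher, both among them, and 9 genes were higher adjusted over the list alone. With S03 none passed with edgeR (8 higher at an unadjusted p under 0.05, 7 by DESeq2 and 6 adjusted over the list alone). ASNS passed without WT3, and no gene of the list passed without S04, S05, WT1 or WT2 (7, 8, 9 and 9 higher at an unadjusted p under 0.05; 3, 3, 5 and 4 by DESeq2). Camera of limma passed the list (adjusted p = 5.57e-08; adjusted p = 0.244 with an estimated correlation). No explanation was tested for these genes.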

How the results depend on the processing

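Limma-voom, and the principal components without genes of chromosomes X and Y and of FPKM without the 10 most abundant genes, were added after the data were seen, and the other choices were planned. Where a library left out leaves 1 animal in a group, that animal is assumed to vary like the others. No paired analysis was possible because replicate numbers are not shared between the groups.
For S04 and S05 against WT, the count of 106 genes stayed within 1.5-fold with RLE scaling (99), library size alone (90), no filter (151), at least 10 counts in every library (106), no fold threshold (106) and limma-voom (124). It was 889 with DESeq2 and 18 with all 6 libraries, and ran from 0 to 115 with 1 library left out. At 0, without S05, edgeR had 1770 genes at an unadjusted p under 0.05 and DESeq2 passed 443. For all 6 libraries, the count of 18 became 561 with DESeq2, 3 with library size alone, 63 with no filter and 36 with limma-voom, and ran from 1 to 106 with 1 library left out. The cause was not tested, except that leaving out a library leaves fewer animals to estimate the spread. ASGR1 stayed on its side of the threshold with the same direction in all 12 alternatives, and the number of Fig. 2E genes with a lower mean, 38, stayed within 1.5-fold in all 11 run.
The position of S03 in the principal-component analysis was 0.535 with log2 values and the libraries as variables, and moved by less than the SD of replicates with the other inputs. The enrichment score of the atherosclerosis list fell short of the threshold when ranked by DESeq2 (1.19) and ran from 1.04 to 1.79 with 1 library left out. Enrichment over gene lists passed 14 lists with the genes of DESeq2, 1 with higher genes alone and 0 with all 6 libraries, where 2 had an unadjusted p under 0.05 and the genes of DESeq2 gave 10. The cause was not tested.
Among named genes, 680 values kept direction and side of the threshold under an alternative, 131 no longer passed, 47 passed newly and 12 reversed. The reversed ones were genes that did not pass: SREBF1 (-0.83 to 1.43 over the libraries left out), INSIG1 (0.43 with all 6 libraries), TNF (0.0088 with DESeq2, 0.026 with library size alone, -0.90 to 0.70 over the libraries left out), NFKB1 (-0.036 with all 6 libraries, -0.20 to 0.23 over the libraries left out), HBB (0.80 with all 6 libraries) and EIF1AY (-0.49 with all 6 libraries). Among gene lists under camera of limma, 264 values stayed, 22 were lost, 5 were gained and 4 reversed with no call: cholesterol synthesis without S05 (adjusted p = 0.952) and without WT1 (0.735) (it passed without S04, adjusted p = 0.00324), and, with all 6 libraries, autophagy and AMPK (0.973) and fibrosis (0.281). The cause was not tested. The median log2 fold change of all genes was 0.11 when scaling by library size alone and 0.0031 with TMM. Depth limits the rarest transcripts only, such as IL6, which was too low to test.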

Differences from the paper's values

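The number of differentially expressed genes in S04 and S05 against WT was 106, and the paper's value is 536. The study used DESeq2, and both counts are at its stated thresholds. None of the alternatives set for this comparison before the data were examined comes within 1.5 times the paper's value: 889 with DESeq2, 99 with RLE scaling, 90 with library size alone, 151 with no filter, 106 with at least 10 counts in every library, 106 with no fold threshold, 18 with all 6 libraries, and 2, 0, 53, 5 and 115 without S04, S05, WT1, WT2 and WT3 in turn. With S03 kept, which the paper states it left out, edgeR gave 18, and of the alternatives set for that comparison DESeq2 gave 561, which is within 1.5 times the paper's value, while the others do not come within it: 19 with RLE scaling, 3 with library size alone, 63 with no filter, 13 with at least 10 counts in every library, and 106, 1, 1, 4, 1 and 4 without S03, S04, S05, WT1, WT2 and WT3 in turn. The group averages deposited beside the values include S03, so which libraries entered the published counts stays open, and with it the comparison that the paper's value belongs to.
The number of higher genes was 29, and the paper's value is 174; all of the same alternatives differ (DESeq2 gave 274), and with S03 kept edgeR gave 1 and DESeq2, the alternative there that does not differ, 180. The number of lower genes was 77, and the paper's value is 362; all of the same alternatives differ (DESeq2 gave 615), and with S03 kept edgeR gave 17 and DESeq2, the alternative there that does not differ, 381.
The leading principal component held 39.5% of the variance, and the paper's value is about 77% in Fig. 2A, read by eye. Of the alternatives set before the data were examined, FPKM (85.4%) and log2 values (95.4%) with libraries as variables come within 1.5 times that value. No share above it could fall outside this bound, so neither is shown to match. The 500 most variable genes (45.0%), genes scaled to unit variance (33.4%) and leaving out the 10 most abundant genes (39.4%) fall outside it. The share of the next component, 23.8%, falls within the same bound of the figure. FPKM (10.9%) and log2 values (1.78%) with the libraries as variables fall outside it. Since the leading share differs and the paper does not name the input, a match of the next component is not shown either.
Where a single gene or list is concerned, edgeR passed 8 of the 42 genes that Fig. 2E shows as changed, and 1 with S03, while DESeq2 passed 34, and 42 with S03, at the same adjusted p without a fold threshold. The paper reports fatty acid oxidation as enriched among the genes that differ, and the list of fatty acid oxidation passed without S03 (adjusted p = 0.0182 over the edgeR genes) and not with S03 (adjusted p = 1 over the edgeR genes), where the genes passed by DESeq2 gave adjusted p = 0.0198.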

Other observations

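With all 6 libraries edgeR passed 18 genes, and of the 10 ways to split the libraries into 3 and 3 the real one alone, 1 split, gave as many, while the highest of the others, S03 with WT1 and WT2, gave 3. The splits are too few for a share under 0.05. This test was chosen before the result was seen.
Cell cycle genes had lower means in the ASGR1+/- livers, though with edgeR 1 passed without S03 and none with it. All 44 tested genes had a negative log2 fold change in both comparisons, with a median of -1.60, and -1.40 with S03. PRC1, a microtubule bundling protein of dividing cells, fell with edgeR, -1.85 (standard error 0.26, adjusted p = 0.0431 from edgeR), and MKI67, a marker of dividing cells, did not pass with it, -1.64 (standard error 0.30, adjusted p = 0.0607 from edgeR), while DESeq2 passed 28 genes lower, both among them. Without S03, 37 genes were lower adjusted over the list alone, and 41 with S03, while with S03 none passed over all genes tested with edgeR (41 lower at an unadjusted p under 0.05, and 31 by DESeq2). PRC1 lost its call without S04, S05, WT1, WT2 or WT3 in turn, where 28, 22, 34, 42 and 32 genes were lower at an unadjusted p under 0.05 and DESeq2 passed 21, 6, 23, 33 and 18. Camera of limma gave adjusted p = 2.17e-22, and adjusted p = 0.3 with an estimated correlation.
Interferon response genes had a median of 0.90, and 0.76 with S03, and S04 (1.41 over the WT mean) stood above S05 (0.16) and S03 (0.52). None of the 34 passed with edgeR (18 higher at an unadjusted p under 0.05, and 15 with S03; 12 and 8 by DESeq2), and 14 were higher adjusted over the list alone, and 3 with S03. USP18, a protease of interferon signalling, had 1.24 (standard error 0.21, adjusted p = 0.0528 from edgeR), and ISG15, which is conjugated to proteins in the same response, 2.27 (standard error 0.49, adjusted p = 0.0771 from edgeR). Camera gave adjusted p = 7.74e-10 with limma, and adjusted p = 0.405 with an estimated correlation, and without S04 the list did not pass (adjusted p = 0.118 with limma, the highest over the alternatives, of which the lowest was 1.85e-47). Of 21 genes of inflammation, none passed with edgeR (4 higher at an unadjusted p under 0.05 in each comparison; 0 and 1 by DESeq2) or adjusted over the list alone, with a median of 0.16, and 0.27 with S03. Camera of limma passed the inflammation list as higher in both comparisons (adjusted p = 0.0368 and 0.0404), with adjusted p = 0.587 and 0.609 with an estimated correlation. In the comparison without S03, that call was lost without WT2 and without WT3 (adjusted p = 0.135 and 0.159 from camera of limma). Against the WT mean the list had a median of 0.94 in S04, 0.20 in S05 and 0.18 in S03, where WT1 had 0.46. The paper measured cytokines by quantitative PCR. In these livers the log2 fold change was -0.0075 (standard error 0.80, adjusted p = 0.996 from edgeR) for TNF, 0.53 (standard error 0.32, adjusted p = 0.404 from edgeR) for NLRP3 and 0.019 (standard error 0.19, adjusted p = 0.964 from edgeR) for NFKB1, and IL6 was at most 0.359 CPM.
Genes of xenobiotic metabolism had a median of -1.06, and -1.09 with S03. Of 34, CYP1A2 and EPHX2 fell with edgeR, and CYP1A2 alone with S03, while 16 were lower adjusted over the list alone, and 17 with S03. DESeq2 passed 17 and 16 lower, and EPHX1, an epoxide hydrolase of the endoplasmic reticulum, had -2.03 (standard error 0.36, adjusted p = 0.0587 from edgeR). Without S04, S05 or WT2 no gene of the list passed with edgeR (16, 15 and 18 lower at an unadjusted p under 0.05; 12, 9 and 14 by DESeq2), and without WT1 CYP1A2 alone passed. Camera of limma gave adjusted p = 1.73e-10, and adjusted p = 0.287 with an estimated correlation. Of 17 genes of glucose metabolism and fasting, none passed with edgeR (1 higher and 7 lower at an unadjusted p under 0.05, and 1 and 4 with S03; DESeq2 passed 1 higher and 6 lower, and 1 and 2), with a median of -0.75, and -0.48 with S03. Adjusted over the list alone, 1 was higher and 6 lower, and with S03 1 higher and none lower. FBP1, an enzyme of gluconeogenesis, had -2.64 (standard error 0.47, adjusted p = 0.0587 from edgeR), with 622 CPM in S03, within the WT range of 475 to 1185, and FGF21, a fasting hormone of the liver, had 1.84 (standard error 0.47, adjusted p = 0.0983 from edgeR). Camera gave adjusted p = 0.00497 with limma, and adjusted p = 0.353 with an estimated correlation. Of 36 genes of autophagy and AMPK, none passed (2 higher and 2 lower at an unadjusted p under 0.05 with edgeR, and 1 and 2 with S03; DESeq2 passed 1 higher and 1 lower, and none with S03) or adjusted over the list alone, with a median of 0.021, and 0.044 with S03, and ATG13, a starter of autophagy, had 0.54 (standard error 0.15, adjusted p = 0.113 from edgeR).
Genes of liver zones had negative medians on both sides of the lobule, -0.61, and -0.54 with S03 for 13 pericentral genes, and -0.69, and -0.52 with S03 for 14 periportal genes, while 4 pericentral and 2 periportal genes had a positive log2 fold change without S03. Camera of limma gave adjusted p = 0.000449 and 0.00693, and with an estimated correlation adjusted p = 0.244 and 0.353. CYP1A2 is the pericentral gene that fell with edgeR in both comparisons, though not without S04, S05 or WT2, DESeq2 passed 6 pericentral genes lower, and 4 with S03, and adjusted over the list alone 6 pericentral genes were lower, and 5 with S03. Among periportal genes none passed with edgeR (1 higher and 5 lower at an unadjusted p under 0.05, and 1 and 3 with S03; DESeq2 passed 1 and 5, and 1 and 1), and adjusted over the list alone 1 was higher and 3 lower, and none with S03. RGN, a pericentral calcium-binding protein, had -2.38 (standard error 0.42, adjusted p = 0.0587 from edgeR), and HSD17B13, a protein of lipid droplets, -1.51 (standard error 0.31, adjusted p = 0.073 from edgeR).
Marker lists of other cell types and of cell state had median log2 fold changes of -0.41 for 14 genes of macrophages (-0.67 with S03), -0.64 for 12 genes of endothelial cells (-0.15 with S03), 0.24 for 6 genes of cholangiocytes (0.21 with S03), -0.78 for 13 genes of lymphocytes (-0.36 with S03), 1.31 for 6 genes of neutrophils (1.39 with S03), -3.07 for 8 genes of erythroid cells (0.25 with S03), -0.44 for 19 genes of fibrosis (0.29 with S03), 0.49 for 18 immediate early genes (0.53) and 0.11 for 33 ribosomal proteins (0.11). No gene of these 9 lists passed with edgeR in either comparison. In that order, the numbers higher and lower at an unadjusted p under 0.05 were 0 and 4, 1 and 7, 1 and 0, 0 and 3, 3 and 0, 0 and 6, 2 and 2, 5 and 0, 0 and 0 without S03, and 0 and 6, 1 and 0, 1 and 0, 0 and 2, 3 and 0, 0 and 1, 2 and 0, 8 and 0, 0 and 0 with it. DESeq2 passed 0 and 3, 1 and 5, 1 and 0, 0 and 1, 2 and 0, 0 and 3, 1 and 2, 2 and 0, 0 and 0 higher and lower without S03, and 0 and 3, 1 and 0, 0 and 0, 0 and 0, 2 and 0, 0 and 1, 0 and 0, 3 and 0, 0 and 0 with it. Without S03, camera of limma passed the lists of macrophages (adjusted p = 0.00693), endothelial cells (0.000816), lymphocytes (0.0108) and erythroid cells (2.48e-05) as lower and those of neutrophils (0.00266) and immediate early genes (0.002) as higher, and with S03 those of macrophages (0.000125) as lower and of neutrophils (0.000407) and immediate early genes (0.00011) as higher. With an estimated correlation it passed none of the 9 in either comparison (smallest adjusted p = 0.228 and 0.172 from limma). Fry of limma passed the neutrophil list alone of the 9, as higher, in both comparisons (adjusted p = 0.0432, and 0.02 with S03). In the comparison without S03, the calls of macrophages and lymphocytes were lost without WT1 (adjusted p = 0.0912 and 0.459 from camera of limma). Adjusted over the list alone with edgeR, the genes that passed without S03 were 3 lower for macrophages, 1 higher and 6 lower for endothelial cells, 2 higher for neutrophils and 6 lower for erythroid cells, and with S03 4 lower for macrophages, 3 higher for neutrophils and 1 lower for erythroid cells. Against the WT mean, S03 had medians of 1.38 for erythroid cells, 0.64 for endothelial cells, 1.02 for fibrosis and -1.01 for macrophages, where S04 and S05 had -1.88 and -2.04, -0.88 and -0.41, -0.20 and -0.51, and -0.58 and -0.41. COL3A1, a fibrillar collagen, had 487 CPM in S03, 164 in S04, 91 in S05 and 204 to 485 in WT, and MARCO, a scavenger receptor of macrophages, had 2.49 in S03, 8.47 in S04, 6.01 in S05 and 12.4 to 27.2 in WT. No explanation was tested for these values.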
